# A transcriptional landscape of 28 porcine tissues obtained by super deepSAGE sequencing

**DOI:** 10.1186/s12864-020-6628-7

**Published:** 2020-03-14

**Authors:** Tinghua Huang, Min Yang, Kaihui Dong, Mingjiang Xu, Jinhui Liu, Zhi Chen, Shijia Zhu, Wang Chen, Jun Yin, Kai Jin, Yu Deng, Zhou Guan, Xiali Huang, Jun Yang, Rongxun Han, Min Yao

**Keywords:** RUNX1, Super deepSAGE, PBMC, LPS

## Abstract

**Background:**

Gene expression regulators identified in transcriptome profiling experiments may serve as ideal targets for genetic manipulations in farm animals.

**Results:**

In this study, we developed a gene expression profile of 76,000+ unique transcripts for 224 porcine samples from 28 tissues collected from 32 animals using Super deepSAGE technology. Excellent sequencing depth was achieved for each multiplexed library, and replicated samples from the same tissues clustered together, demonstrating the high quality of Super deepSAGE data. Comparison with previous research indicated that our results not only have good reproducibility but also have greatly extended the coverage of the sample types as well as the number of genes. Clustering analysis revealed ten groups of genes showing distinct expression patterns among these samples. Our analysis of over-represented binding motifs identified 41 regulators, and we demonstrated a potential application of this dataset in infectious diseases and immune biology research by identifying an LPS-dependent transcription factor, runt-related transcription factor 1 (RUNX1), in peripheral blood mononuclear cells (PBMCs). The selected genes are specifically responsible for the transcription of toll-like receptor 2 (TLR2), lymphocyte-specific protein tyrosine kinase (LCK), and vav1 oncogene (VAV1), which belong to the T and B cell signaling pathways.

**Conclusions:**

The Super deepSAGE technology and tissue-differential expression profiles are valuable resources for investigating the porcine gene expression regulation. The identified RUNX1 target genes belong to the T and B cell signaling pathways, making them novel potential targets for the diagnosis and therapy of bacterial infections and other immune disorders.

## Background

The domestic pig (*Sus scrofa*) is an important animal farmed for meat worldwide and has been used as an alternative model for studying genetics, nutrition, and disease [1–3]. The swine research community has created a large database of the pig transcriptome [4]. The recently released pig genome sequence (*S. scrofa* 10.2) [5] and associated annotation greatly enhance our knowledge of pig biology [6, 7]. Currently, it is estimated that the porcine genome encodes for ∼20,000 genes [5]. Transcriptome analysis indicates that, of the total, actively transcribed genes represent only a mere fraction of 15,000 genes in all tissues [8]. Several research groups have created microarray transcriptome profiling data for humans [9, 10], mouse [11, 12], and rat tissues [13]. In the pig, several Expressed Sequence Tag (EST) sequencing projects, microarray platforms, longSAGE, and deep sequencing projects have developed gene expression profiles across a range of tissues [8, 14, 15]. In comparison to other model organisms, the pig transcriptome data has its limitations in terms of coverage of tissues and genes [4]. Here, we present Super deepSAGE (serial analysis of gene expression by deep sequencing) profiling data for pig tissues with wide gene coverage and annotation. Using the K-means clustering analysis and motif binding site enrichment analysis, we have identified key regulators for co-expressed genes. A detailed analysis of one such identified transcription factor, RUNX1, illustrates the impact of the data.

## Results and discussion

### Analysis of the complexity and diversity of super deepSAGE data across tissues

Super deepSAGE obtained ~ 5 million reads per sample with an average sequencing depth of 71X (total number of genes identified by deep sequencing / total number of aligned reads, sequencing matrix is listed in Supplemental document 1). 

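Super deepSAGE sequences a short tag of 19 bp near the end of each transcript, so the number of tags measures how much of that transcript was present. RNA from 28 pig tissues and cell types was profiled with 8 samples each, 224 samples in all. Adrenal, brain, pituitary, liver, kidney, stomach, heart, 3 skeletal muscles, 2 fats, 3 levels of the airway, blood, PBMCs, 3 kinds of macrophage, spleen and mesenteric lymph nodes came from pigs of 21 days. By the paper's methods, the bone-marrow-derived and monocyte-derived macrophages were grown in culture. The spherical, tubular and filamentous conceptuses (the early embryo with its trophoblast), placenta and endometrium came from pregnant sows, at day 12 of gestation in the paper's methods and at day 65 in the labels of the deposited samples. The reads of 50 bp were filtered by the authors on base quality, and tags were extracted, counted and assigned to RefSeq transcripts of the Sus scrofa assembly 11.1. A tag found in several transcripts entered as an average copy number.
The deposited table holds whole numbers, but these are not tags as sequenced. Over 46 samples and the 1999 transcripts that the study shows a second time in Supplemental document 5, each sample's values were those of that document times a single factor between 0.255 and 3.61, with a scatter of at most 1.52% of what independent counting would give. The paper's methods state a quantile normalization per sample, which a single factor is not, and do not name this scaling. The sum of the values per sample varied several-fold around a median of 1112050, and it is not the sequencing depth. The paper's Supplemental document 1 lists 4461811 to 6605301 reads per sample (median 5927828). Across the 224 samples the deposited sums followed neither the reads listed there as aligned (Pearson's r = -0.0086, permutation p = 0.90; Spearman's rho = 0.0069, permutation p = 0.919; r = -0.0287 without the 2 samples farthest from the median) nor those listed as not aligned (r = -0.0164, permutation p = 0.807; rho = -0.025, permutation p = 0.708; r = 0.000571 without 2 samples), which are 2 relations with an adjusted p of 0.9 each for r. From these values, log2(value + 1) was quantile-normalized over all 76807 transcripts, and tissues were compared with limma on the 12018 transcripts that reached a value of 10 in at least 8 samples. Levels are given below as normalized log2 values, mean ± SD.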

A total of 32,213 transcripts were covered by Super deepSAGE. 

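The deposited table lists more transcripts than carried signal. Of its 76807 RefSeq transcripts, 64317 never rose above a value of 6 in any of the 224 samples, and the 12018 that reached 10 in at least 8 samples held 97.5% of all signal. Genes that mark single cell types stood among the latter, such as SNAP25 of neurons (11.33 ± 0.45 in cerebral cortex, SD, n = 8), ALB of hepatocytes (12.17 ± 0.07 in liver), CKM of muscle (11.77 ± 0.22 in longissimus dorsi) and GKN1 of the gastric mucosa (11.48 ± 0.43 in stomach). MYOG and ASCL1 stayed at the background, MYOG with 0.26 ± 0.21 and ASCL1 with 0.36 ± 0.33 in the same samples of longissimus dorsi and cerebral cortex. The coverage percentages of Supplemental document 1 imply a set of 32212 transcripts. Symbols were found for 76736 of the deposited identifiers (25961 distinct symbols), and 71 had none. Because the values are scaled, a value of 0 gives no limit in tags.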

Rarefaction analysis of a size-fractionated library for each tissue was performed to determine the complexity and diversity of pig tissues [16]. The sequencing depth achieved using eight samples-multiplexed deep sequencing technique (added different linker and pooled eight samples together to a single deep sequencing run) reached near-saturation of transcript discovery within all size ranges. Saturation was seen very early in Super deepSAGE sequencing data due to low tag complexity (number of tags) in libraries (Fig. 1a-f showed the first six deep sequencing runs). Samples from the same sequencing run were compared using reads from different size-fractionated libraries to further investigate the diversity of the relationship between sequencing depth and transcript discovery. 

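Tissues differed in how many transcripts were well expressed and in how much of the signal a few genes held. Adenohypophysis had the most transcripts above 25 ppm of the deposited sum, 6051.5 ± 69.1 (SD, n = 8), followed by kidney with 6020.75 ± 163 and cerebral cortex with 6008.75 ± 67.8. Longissimus dorsi muscle had the fewest, 5459.25 ± 150, and liver had 5482.5 ± 91.3. No sample of adenohypophysis (5992 to 6159) fell within the range of longissimus dorsi (5255 to 5711), a difference larger than the spread between samples. In blood the 50 highest transcripts held 15.2% ± 0.998 of the signal, while over all samples this share ran from 9.62% to 16.5% (median 12.0%). The single highest transcript of a sample never held more than 0.898%. These numbers use a level in parts of the sum because the deposited values carry no sequencing depth.

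**Figure D1:**
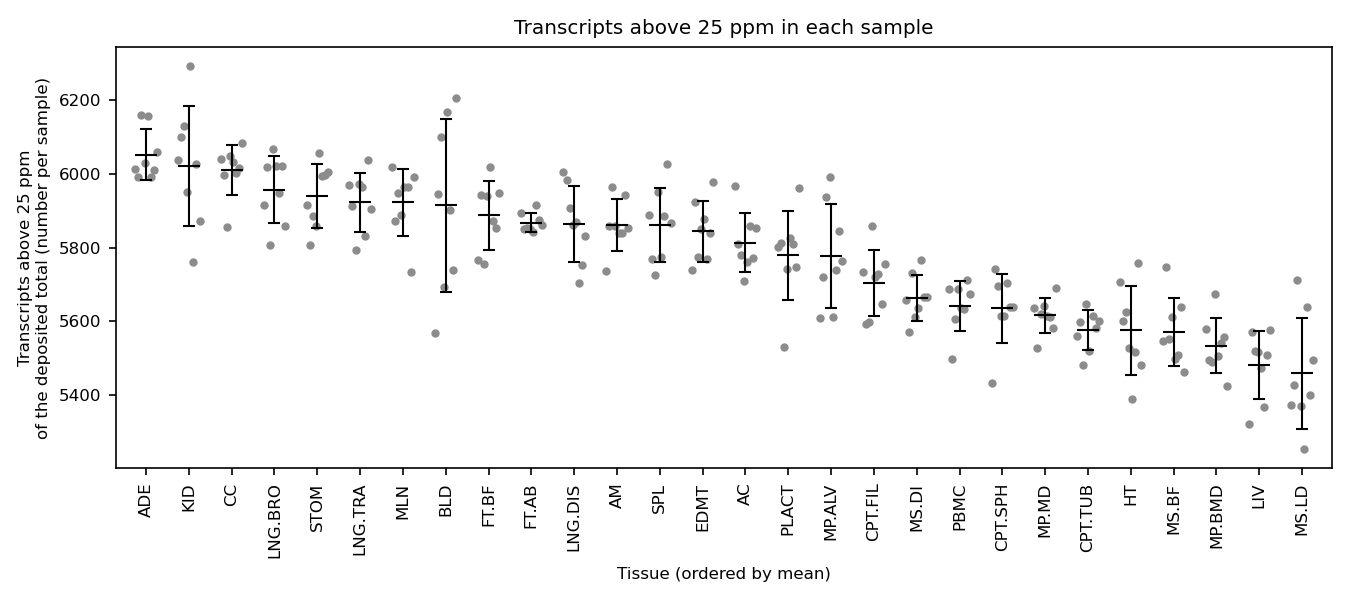
Number of transcripts above 25 ppm of the deposited sum in each sample (grey points), with the mean and SD of the 8 samples of each tissue (black), tissues ordered by mean. The 224 samples lie between 5255 and 6291, with adenohypophysis (ADE) at the left end and longissimus dorsi (MS.LD) at the right end.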

In all deep sequencing runs, tissues exhibited transcriptome diversity in terms of both the total number of reads and the number of transcripts discovered. For example, the muscle tissue (MS.DI_2), saturated much sooner than the conceptus (CPT.SPH_8) and fewer transcripts were discovered in the first deep sequencing run (Fig. 1a). 

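Diaphragm muscle and spherical conceptus held similar numbers of transcripts but divided the signal differently. In diaphragm 5663.62 ± 62.1 transcripts (SD, n = 8) lay above 25 ppm and in spherical conceptus 5635.12 ± 94.2, a difference that did not exceed the spread (exact permutation test, two-sided, p = 0.521). The sample MS.DI_2 had 5572 such transcripts and CPT.SPH_8 had 5640. The 50 highest transcripts took 11.9% ± 0.288 in diaphragm and 10.8% ± 0.487 in conceptus (exact permutation test, p = 0.000155, the smallest that 8 samples against 8 allow). Contractile genes led in diaphragm, with ACTA1 at 11.73 ± 0.20 and MYL1 at 11.46 ± 0.27, whereas the conceptus held keratins and steroid enzymes, with KRT8 at 11.60 ± 0.17 and CYP19A1 (aromatase, which makes estrogens) at 9.70 ± 0.48. The paper's Supplemental document 1 lists 18625.8 ± 4867 transcripts for diaphragm and 18857.8 ± 3159 for spherical conceptus (exact permutation test on those numbers, p = 0.909), with 10973 for MS.DI_2 and 20916 for CPT.SPH_8. A saturation curve could not be drawn, because scaled values cannot be subsampled.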

Similar sequencing depth and diversity were obtained using size-fractionated reads numbers from the other 22 sequencing run and discovered transcript numbers as outcome measures (Supplemental Fig. SA-D).

**Fig. 1:**
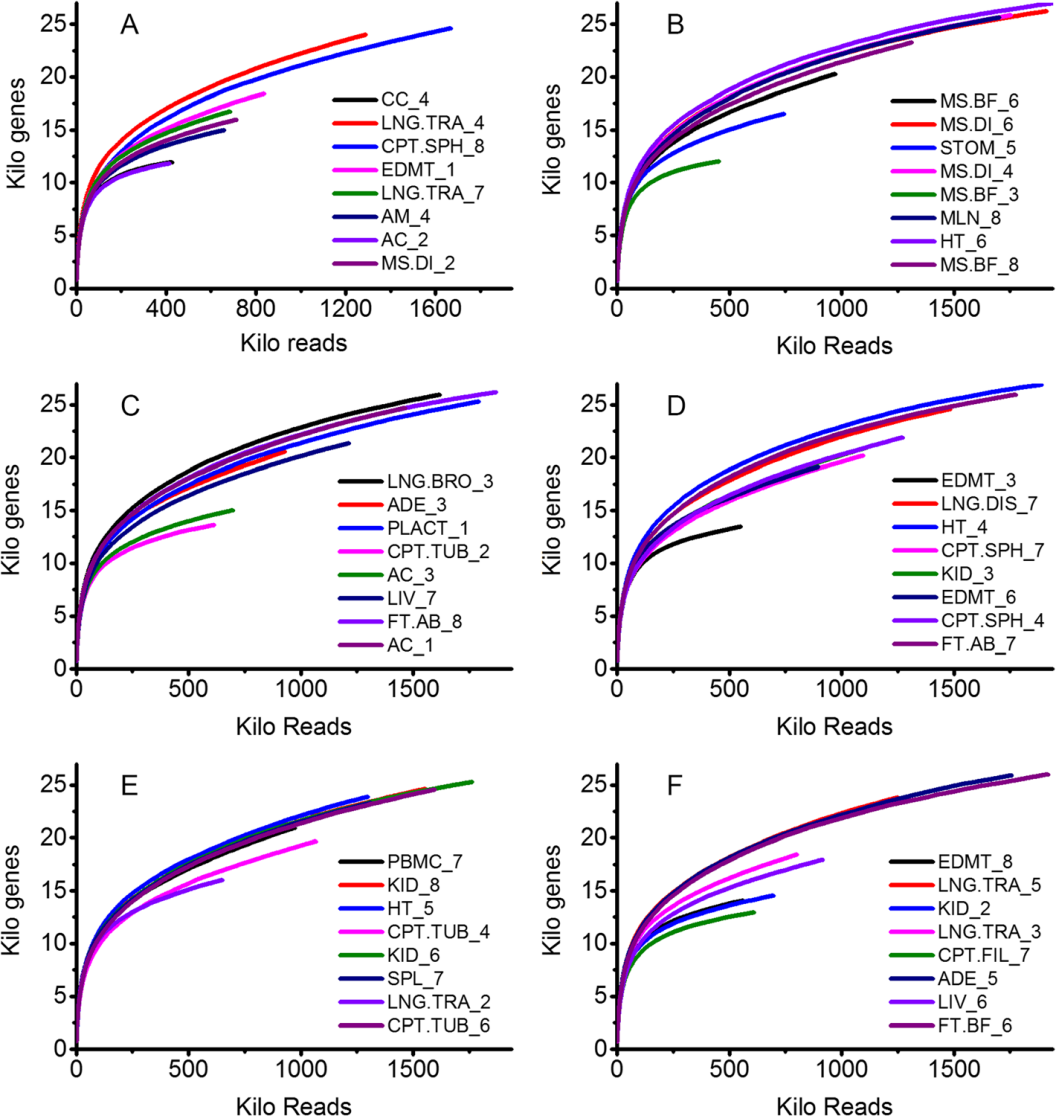
Rarefaction analysis of covered genes/transcripts in porcine tissues and cells Super deepSAGE library. Plot **a** to **f** shows the covered Kilo transcripts per Kilo reads in the first six Super deepSAGE sequencing runs. The samples in each sequencing run were randomized and detailed information is given in Table 1

### Data quality and internal consistency control using principal component analysis (PCA)

Principal component analysis (PCA) was used to check if the samples clustered together according to their tissue source [17]. Even though the samples were collected from 32 individual animals from different families, genders, and ages (Table 1), the PCA plot confirmed that the samples from the same tissues clustered together and were distinct from other samples (Fig. 2). 

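Samples lay closest to samples of their own tissue. For 189 of 224 samples the most correlated other sample was of the same tissue, while 10000 permutations of the tissue labels gave at most 20 (p = 1e-04, the smallest they can give). Liver stood apart most clearly (mean silhouette 0.486), followed by stomach (0.436), placenta (0.362), PBMCs (0.354) and cerebral cortex (0.335). The exceptions gathered on single samples of a related tissue. All 8 samples of abdominal fat were closest to FT.BF_5 of back fat, 5 of 8 bronchus samples to LNG.TRA_6 of trachea, and 4 of the 5 tubular conceptuses that were closest to a spherical one to CPT.SPH_3. Over the transcripts above the filter, a set chosen after these values were seen, all 8 samples of abdominal fat were closest to their own tissue. ALB had 12.17 ± 0.07 in liver (SD, n = 8) against 2.79 ± 1.16 elsewhere (n = 216), though 5.50 ± 2.81 in abdominal fat, and the pepsinogen PGA5 had 11.99 ± 0.26 in stomach. With rank correlation over all transcripts, most of which are at the background, 29 samples were closest to their own tissue.
The sex listed in Supplemental document 5 left no such trace, but EIF1AY of the Y chromosome matched it in 54.5% of 200 samples, so the result says little about the sexes. Among 184 samples of 23 tissues with both sexes listed (92 and 92), no transcript of 12018 differed between samples listed as female and as male in limma with tissue in the model (565 at an unadjusted p under 0.05, lowest adjusted p 0.628). In simulated data the same fit recovered 100% of transcripts changed by 0.5 on the log2 scale. Which samples of different tissues came from 1 animal is not given in the labels or the paper.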

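Early embryos and free immune cells were set apart from solid tissues on the first component. It held 11.0% of the variance, and on it all 64 samples of conceptus, macrophages, PBMCs and blood lay beyond every other sample. Transcripts of matrix and stromal cells weighed most toward the solid tissues (MGP, COL1A2, SPARCL1, COL3A1 and DCN). IL1B, IL1B2, CTSL, SLC37A2 and DPPA5 weighed most toward the other side, where IL1B reached 11.29 ± 0.32 in spherical conceptus and 8.19 ± 2.19 in alveolar macrophages (SD, n = 8). The second component, with 8.20%, set these apart from each other. All 24 conceptuses lay at the end of the epithelial keratins KRT8, KRT19 and KRT18, and all 56 samples of macrophages, PBMCs, blood, spleen and mesenteric lymph nodes lay at the end of the leukocyte genes CD53, SRGN and LAPTM5. Differences between tissues made up 98.6% of the spread on the first component and 98.9% on the second. With values scaled to a common sum in place of quantile normalization, 20 of the 64 samples lay beyond the others on the first component.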

The transcripts in conceptus, blood, and macrophages had relatively distinct expression profiles and segregation from the rest of the samples when plotted using the first two components of the PCA analysis (Fig. 2a). 

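Contractile and neuroendocrine genes drew the next axes. On the third component (6.31% of the variance) all 32 samples of heart and of the 3 skeletal muscles lay beyond the remaining 192, at the end of MYL2, ACTA1, MYOT and TNNT1. MYL2, a myosin light chain of slow muscle and ventricle, had a level of 12.04 ± 0.26 in heart and 11.39 ± 0.67 in longissimus dorsi, against 2.19 ± 0.46 in adenohypophysis (SD, n = 8 each). On the fourth component (4.71%) the 8 samples of cerebral cortex lay outermost, and with the 8 of adenohypophysis all 16 lay beyond the others. SNAP25, CHGB and SCG2, which serve vesicle release and granules of neurons and endocrine cells, weighed most at that end. CHGB reached 11.08 ± 0.17 in adenohypophysis and 7.76 ± 0.78 in cerebral cortex. Tissue accounted for 98.5% and 99.3% of the spread on these components. When each transcript was scaled to unit variance, 4 of the first 8 components in place of 8 had over 90% of their spread between tissues.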

The adenohypophysis, cerebral cortex, heart, and muscle were aggregate and separated from other samples when plotted using the third and fourth components (Fig. 2b). The adrenal, liver, mesenteric lymph nodes, peripheral blood mononuclear cell, and spleen deviated from other samples when plotted using the fifth and sixth components (Fig. 2c). 

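Liver was the outermost tissue on both of these components, with the adrenal beside it on one and lymphoid organs at the far end of the other. On the fifth component (3.4% of the variance) the 8 liver samples lay beyond all others, and liver with the 16 adrenal samples lay beyond the remaining 200. GSTA1, a glutathione transferase, and the complement gene C9 weighed most at that end, and the airway genes BPIFA1 and WFDC2 at the opposite one. GSTA1 had a level of 10.80 ± 0.30 in liver and 11.01 ± 0.31 in adrenal cortex, against 1.39 ± 0.47 in spleen (SD, n = 8 each). On the sixth component (3.08%) liver lay alone at the end of APOC3, GC and FGG, which encode plasma proteins. All 16 samples of mesenteric lymph nodes and spleen lay beyond the others at the end of FABP4, GEM and FABP5. None of the 8 PBMC samples lay outside the range of the other tissues on either component. Differences between tissues made up 97.5% and 93.9% of the spread, and no test was applied to single tissues.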

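Within the lung, neighbouring tissues kept their own genes, while back fat and abdominal fat differed in fewer transcripts. Distal lung was higher than trachea in genes of the alveolar epithelium. All 6 tested genes of that list were higher (6 when adjusted over the list alone), among them the surfactant genes SFTPB (5.03), SFTPC (4.34) and SFTPD (4.29) on the log2 scale, and AGER of type I cells (4.50). SFTPC (NM_001044533) had a level of 11.76 ± 0.33 in distal lung and 7.42 ± 2.25 in trachea (SD, n = 8). Trachea was higher in all 7 cartilage genes (7 over the list alone), led by COL2A1 (-7.95, standard error 0.28, adjusted p = 8.11e-70) with 10.97 ± 0.87 against 3.02 ± 1.01, and in 6 of 8 ciliated and secretory genes (7 over the list alone), such as BPIFA1 (-6.55). In total 639 transcripts were higher in distal lung and 727 in trachea.
Back fat and abdominal fat shared most of their profile, with 102 transcripts higher in back fat and 75 in abdominal fat. Back fat was higher in PNPLA2, the lipase that starts the breakdown of triglycerides (3.13, standard error 0.29, adjusted p = 3.55e-18; 6.92 ± 1.02 against 3.80 ± 0.47), and in CIDEA (1.03) and ACACA (0.86), which were the 3 of 15 adipocyte genes that passed (4 when adjusted over the list alone). Its skeletal muscle genes were also higher, 6 of 17 (9 over the list alone). Abdominal fat was higher in 10 of 20 hepatocyte genes (18 over the list alone), including ALB (-3.15; 5.50 ± 2.81 against 2.35 ± 0.63), and in GATA6 (-1.63). Whether the muscle and hepatocyte genes belong to the fat itself was not tested. CXCL2 was higher in back fat by 1.70 (adjusted p = 0.0379), a call that ended without the filter on low values, as more transcripts were tested.
In the components recomputed over the 72 samples of fat, placenta, endometrium, kidney, lung and stomach, the first 4 held 10.1%, 8.95%, 6.76% and 5.06% of the variance, of which 98.6%, 98.6%, 97.7% and 96.6% lay between tissues. Pairs of tissues were called with limma at an adjusted p under 0.05 and a fold change above 2.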

When eliminating those samples from the datasets and re-calculating the PCAs, the remaining samples; fat, placenta, endometrium, kidney, lung, and stomach grouped differently according to the tissue/cell types (Fig. 2d-f). 

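Alveolar and monocyte-derived macrophages differed in 2572 transcripts. The paper's methods describe culture for the monocyte-derived cells and none for the alveolar ones, so kind of macrophage and culture cannot be told apart. Alveolar macrophages were higher in S100A9 and S100A8, calcium-binding proteins of inflammation (S100A9 (5.99) and S100A8 (5.98) on the log2 scale), and in the adhesion genes EPCAM (8.04 ± 0.50 against 2.58 ± 1.16, SD, n = 8) and GJA1 (5.47). Monocyte-derived macrophages were higher in F13A1, a coagulation factor subunit (log2 fold change -7.65, standard error 0.41, adjusted p = 1.12e-43; 3.67 ± 0.60 in alveolar against 11.31 ± 0.29 in monocyte-derived), and in AMELX (-6.68), PDPN (-5.88), TGFBI (-5.76) and ACP5 (-5.58). Of 20 macrophage genes, 5 were higher in alveolar macrophages and 3 lower (5 and 3 when adjusted over the list alone), with SIGLEC1 at 1.70 and the scavenger receptor MSR1 at -2.63. Neutrophil genes were higher in 5 of 7 (5 over the list alone) and interferon response genes in 5 of 13 (5 over the list alone), as in OAS1 (4.23). Alveolar epithelial genes moved with them, as SFTPC (1.76) and SFTPD (1.21) were among the 4 of 6 that were higher while HOPX was lower (-2.01; 4 and 1 over the list alone). Without the 7 samples set apart from their own tissue, chosen after the values were seen, 8 macrophage genes in place of 5 were higher.
Heart and skeletal muscle parted along their own forms of the sarcomere. All 15 cardiac genes were higher in heart (15 over the list alone), with MYL7 (8.33, standard error 0.20, adjusted p = 1.05e-99; 10.71 ± 0.59 in heart, SD, n = 8, against 2.38 ± 0.51 in muscle, n = 24), TNNT2 (8.12), TNNI3 (6.57) and the natriuretic peptide NPPB (5.74). Skeletal muscle was higher in 14 of 17 skeletal muscle genes (14 over the list alone), led by the fast troponins TNNT3 (-8.99, standard error 0.19, adjusted p = 2.62e-110) and TNNC2 (-8.94). The slow myosin MYH7, shared with the ventricle, was higher in heart (0.62), though not without the filter on low values, while CKM (-0.17) and ACTA1 (-0.10) did not pass. Heart also held more CCK, a peptide hormone (10.03 ± 0.59 against 2.72 ± 0.38). Immediate early and heat shock genes, which respond to tissue handling, were higher in heart in 10 of 12 and lower in 1 (10 and 1 over the list alone), with FOS at 2.36 and EGR1 at 2.32. In all 722 transcripts were higher in heart and 825 in skeletal muscle, and 1177 in alveolar and 1395 in monocyte-derived macrophages. With values scaled to a common sum, chosen after the values were seen, the latter order turned, with 1534 higher in alveolar and 1285 in monocyte-derived macrophages.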

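The parts of the adrenal gland and the stages of the conceptus were separated by fewer genes. Between adrenal cortex and medulla 156 transcripts passed, all of them higher in medulla, among them 7 of 11 catecholamine genes (8 when adjusted over the list alone) and 4 of 15 neuron genes (4 over the list alone). DDC, which makes dopamine, had 6.18 ± 0.66 in cortex and 8.37 ± 0.74 in medulla (SD, n = 8; log2 fold change -2.19), and PNMT, which makes adrenaline, differed by -1.78. The largest difference was in the potassium channel partner KCNIP4 (-2.67, standard error 0.23, adjusted p = 3.39e-20). No transcript passed as higher in cortex in limma (353 at an unadjusted p under 0.05). Of 13 steroidogenesis genes 0 differed (0 when adjusted over the list alone; 0 higher and 0 lower at an unadjusted p under 0.05). CYP11A1, the first enzyme of steroid synthesis, had 11.14 ± 0.33 in cortex and 10.68 ± 0.38 in medulla (adjusted p = 0.779). Of 226 cortical transcripts 213 (94.2%) lay within 2-fold in medulla, a measure chosen after the values were seen, so each part may have held tissue of the other and the comparison may understate how they differ.
From spherical to filamentous conceptus 338 transcripts were higher and 391 lower. Filamentous conceptuses were higher in PAG6, a pregnancy-associated glycoprotein (9.58 ± 2.50 against 3.16 ± 0.50; log2 fold change 6.42, standard error 0.30, adjusted p = 6.45e-52), and in GJA1 (5.00) and PLET1 (4.54). They were lower in ENPP3 (3.75 ± 0.65 against 10.10 ± 0.47; -6.35, standard error 0.28, adjusted p = 1.14e-53), TGFB3 (-4.11) and the trophoblast factor ASCL2 (-3.85). Trophoblast genes went both ways. Of 15, the 3 that rose were HAND1 (3.05), IFNG (2.51) and PTGS2 (2.38) and 4 fell, CYP19A1 (-2.92) and IL1B (-1.78) among them (3 and 5 over the list alone; 2 fell under a stricter filter on low values). Steroidogenesis genes fell in 8 of 13, as in POR (-3.38) and CYP17A1 (-3.30; 1 rose and 8 fell over the list alone). Yolk sac genes were higher in 3 of 11 (3 over the list alone), as in RBP4 (2.65) and TTR (1.68), and 0 of 15 proliferation genes passed in limma (0 when adjusted over the list alone; 5 higher and 1 lower at an unadjusted p under 0.05, and 1 higher without the 7 samples set apart from their tissue).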

Tissues having similar cellular composition and biological function, like alveolar and monocyte-derived macrophages or heart and skeletal muscles, clustered closely together but were distinct from each other.

**Table 1:** Detailed information of the collected samples

Code	Tissue	Code	Tissue
AC	Adrenal cortex	FT.BF	Back fat tissue
AM	Adrenal medulla	KID	Kidney
CPT.SPH	Conceptus spherical	ADE	Adenohypophysis
CPT.TUB	Conceptus tubular	MP.BMD	Bone-marrow derived macrophage
FT.AB	Abdominal fat tissue	MS.BF	Biceps femoris
MS.DI	Diaphragm muscle	EDMT	Endometrium
STOM	Stomach	BLD	Blood
CPT.FIL	Conceptus filamentous	PBMC	Peripheral blood mononuclear cell
MS.LD	Longissimus dorsi	HT	Heart
LNG.TRA	Lung porcine trachea	CC	Cerebral cortex
PLACT	Placenta	MP.MD	Monocyte derived macrophage
LNG.BRO	Lung porcine bronchus	MP.ALV	Porcine alveolar macrophages
LNG.DIS	Lung porcine distal	MLN	Mesenteric lymph nodes
SPL	Spleen	LIV	Liver

**Fig. 2:**
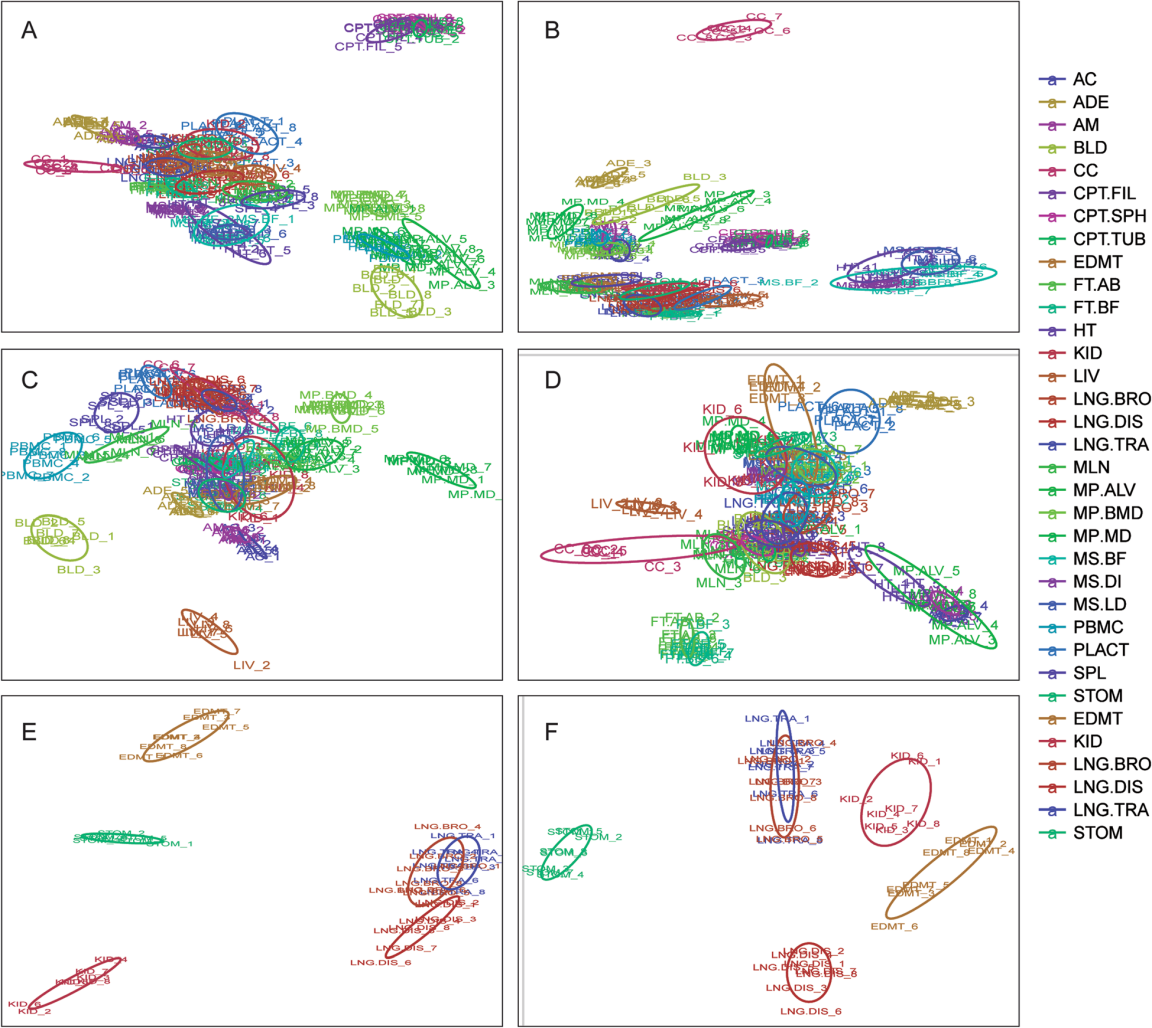
Principal component analysis of the Super deepSAGE sequencing data. **a**) to **d**) shows the top eight principal components of all 224 samples from the 28 tissues (two principal components per each plot). Samples separated in plot **a** to **d** were removed, and PCA was re-calculated with the remaining samples (fat, placenta, endometrium, kidney, lung, and stomach grouped). **e**) and **f**) shows the top four principal components of all the remaining samples (two principal components per each plot)

### Comparison of the super deepSAGE data with previously published microarray research

The expression profiles were compared with previously published microarray data [8]. The processed microarray datasets were acquired from the GEO database and normalized to the Super deepSAGE data using the quantile normalization method to make these two datasets comparable. There is a total of 8199 common transcripts for seven tissues in both platforms, a total of 24,013 transcripts remain undetected by the Affymetrix platform, and a total of 4478 transcripts were undetected in Super deepSAGE experiments (Fig. 3). Among the commonly detected transcripts, a high correlation (r = 0.85–0.93 and *p*-values less than 1.0 × e^− 30^) was calculated between the gene expression profiles generated by the two platforms (Fig. 3). A similar dynamic range was observed in both platforms for transcripts with a relative expression level (log2 based and quantile normalized expression value) between 4.0 and 9.0. Differences in expression profiles were apparent between the two platforms as several genes exhibiting relatively higher or lower expression values in either platform deviated from the slope (Fig. 3). All transcripts had an expression value in the microarray due to background hybridization or noise, regardless of whether it was truly expressed or not. The overall dynamics of the fitted curve tend to show that the Super deepSAGE platform is a more sensitive technique than the microarray for low expression genes that show a concaved trend at the lower ends (with relative expression level less than 4.0 in Fig. 3). 

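On the log2 scale the most highly expressed transcripts were not those that varied most between replicates. In lung, kidney, back fat, spleen, longissimus dorsi, heart and liver, the median SD of log2 values between the 8 samples of a tissue was 0.440 ± 0.042 (SD over tissues) in the highest decile of transcripts, whose mean level was 8.50. It was 0.446 in the lowest decile and 0.420 in the next, and it peaked at 0.487 in the middle of the range. With values scaled to a common sum, chosen after the values were seen, the order of the ends turned, with 0.425 in the lowest decile, 0.447 in the highest and a peak of 0.479 in decile 8. Single genes of high level differed in how steady they were, as ALB in liver (12.17 ± 0.07, SD, n = 8), the myosin light chain MYL2 in heart (12.04 ± 0.26) and in longissimus dorsi (11.39 ± 0.67), and HBB, a hemoglobin chain, in distal lung (11.92 ± 0.40) and in kidney (8.02 ± 1.14). No test was run on differences between deciles. The paper's text names no measure of variability at this point, so its measure may be another.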

For those genes with high expression levels, variability is high in both Super deepSAGE and microarray platforms. In the seven overlapped tissues between Super deepSAGE and microarray, the 50 highest expressed Super deepSAGE tags, 38 (76%) found corresponding probe sets in the 50 highly expressed genes, and only three tags showed a statistically significant difference between Super deepSAGE and microarray data.

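The highest tags named the tissue in liver and muscle but were shared genes in kidney, spleen and lung. Rank 1 was ALB in liver (5521.61 ppm of the deposited sum), MYL2 in heart, TNNC2 in longissimus dorsi, COL1A2 in back fat, B2M in spleen, FTL in kidney and HBB in distal lung. The 7 lists together held 182 transcripts, of which 122 were among the 50 highest of 1 tissue and 5 of all (RPL10, RPS20, RPS11, RPS12 and TPT1). Ribosomal protein transcripts filled 33 of the 50 places in spleen, 32 in distal lung, 30 in kidney and 26 in back fat. They filled 15 in longissimus dorsi, 14 in heart and 5 in liver, where contractile genes and plasma proteins stood in their place. Distal lung also held SFTPC at 11.76 ± 0.33 (SD, n = 8), next to HBB at 11.92 ± 0.40. No array values are among the deposited samples, so ranks are those of the tags.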

**Fig. 3:**
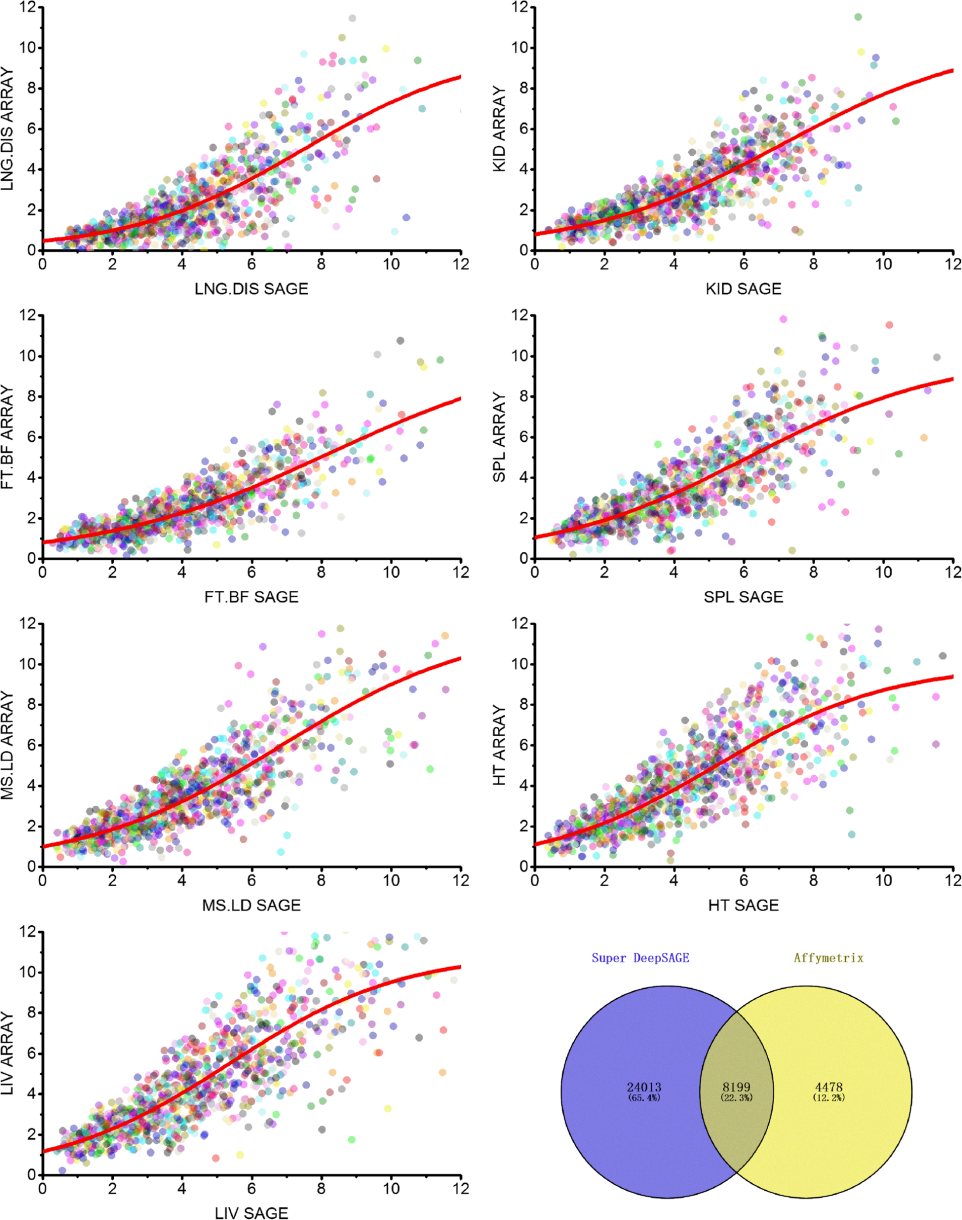
Comparison of the expression profiles of the 18,306 common transcripts between Super deepSAGE and microarray platforms. Scatter plots show the averages (between biological duplicates) of log2 transformed expression values of transcripts between two platforms. The relationship between the expression profiles generated in the two platforms is depicted as a smoothing spline (red)

### Identification of tissue-differential expression of transcripts

A total of 4165 transcripts showed significant up or down-regulation in at least one tissue, in comparison to the average tag count for 27 tissues. 

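Cerebral cortex and liver had the largest sets of genes of their own. Against the mean of all other samples, 602 transcripts were higher in cerebral cortex, 401 in liver, 319 in tubular conceptus, 302 in spherical conceptus, 281 in adenohypophysis, 247 in filamentous conceptus and 233 in blood. Many of the highest single genes serve the tissue's known work, such as the hormones CGA (log2 fold change 9.80) and PRL (9.39) in adenohypophysis, GKN1 (9.66) and the pepsinogen PGA5 (9.50) in stomach, ALDOB (9.11) in kidney, BPIFA1 (9.11) in bronchus and the adipokine ADIPOQ (7.96) in back fat. GABRP (7.21) led in placenta, AHSP of red cell precursors (7.93) in blood, CD209 (5.61) and the lymphoid chemokine CCL21 (5.39) in mesenteric lymph nodes, and PPBP (8.56) in alveolar macrophages. Not all did, since AMELX, known from enamel (6.84), led in monocyte-derived macrophages, CTBS (8.69) in filamentous conceptus, and LOC100626264 (8.22) ahead of NMU (8.03) in endometrium. Mesenteric lymph nodes had the fewest, with 81.
In total 3870 transcripts (3808 symbols, 32.2% of those tested) passed the study's threshold in at least 1 of 28 tissues, 3297 of them as higher somewhere and 824 as lower. Of these, 1777 passed in 1 tissue, 1128 in 2, 710 in 3, 239 in 4 and 16 in 5. Cerebral cortex had 331 transcripts higher in no other tissue and liver 241, while bronchus had 18 and adrenal medulla 6. The threshold, a fold change above 5 with an unadjusted p under 1e-06, was applied in limma with the study's own model of 1 tissue against the rest. In simulated data it recovered 98% of transcripts changed in 1 tissue by 3 on the log2 scale and none changed by 2, which is under the fold of 5. The simulated levels were equal in all other tissues, so this share does not cover genes that vary among them.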

K-means clustering analysis was then performed by trying a different number of centers (K from 5 to 28) and several random sets (S from 10 to 1000). An ad hoc method comparing each tissue to the average tag count for all 27 tissues was performed, and a very stringent threshold was set (fold change > 5.0, *p*-value < 1.0 × 10^− 6^) to filter the tissues specifically expressing transcripts. 

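Clustered by tissue profile, the transcripts formed sets led by conceptus, liver, muscle, brain and leukocyte genes. The genes nearest to the centre of each set named it, as HAVCR1 and ATP12A for the conceptus set, SERPINC1, HPD and BHMT for liver, TRDN, TPM2 and LDB3 for muscle, SYT1 and GABRG2 for cerebral cortex with adenohypophysis, and PTPRC, SYK and CORO1A for blood, PBMCs and lymphoid organs. The sets held 516, 500, 477, 420, 354, 346, 341, 312, 303 and 301 transcripts. K-means ran on the values of the 224 samples, median-centred and scaled to unit variance per transcript, with 10 centres and 50 random starts. Repeated 20 times with other random starts, the assignment had an adjusted Rand index of 0.993 to 1 against the original. Runs with 1 start gave 0.568 to 0.996 (median 0.725). With 8 centres the index was 0.740 and with 12 it was 0.784.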

We selected K = 10 and S = 400 to produce a clustered result with a clear expression pattern (by visualization), highly reproducible for each duplicated run (Fig. 4). The detailed clustering information is available in Supplemental document 2. The result indicated that Cluster 1 has the largest number of transcripts, and most of these transcripts were expressed at a low level in tissues, except macrophages, PBMCs, blood, and conceptus in which it was moderately expressed. 

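The largest set of transcripts was that of the conceptus. It held 516 transcripts with mean levels of 6.89 in tubular, 6.83 in spherical and 6.44 in filamentous conceptus, against 4.61 in placenta and 3.34 in biceps femoris. No set was highest in macrophages, PBMCs, blood and conceptus together. The nearest was a set of 303 transcripts led by macrophages, around CSTB, GRN, PGD and CAPG, genes of lysosomes, metabolism and the actin skeleton. Its mean was 6.89 in bone-marrow-derived, 6.86 in monocyte-derived and 6.81 in alveolar macrophages, 5.50 in PBMCs, 5.45 in tubular, 5.44 in spherical and 5.29 in filamentous conceptus. Blood (5.05) lay below spleen (5.39), kidney (5.30) and placenta (5.15), and cerebral cortex was lowest (4.09). CAPG, which caps actin filaments, was higher in the 8 tissues of macrophages, PBMCs, blood and conceptus than in the other 20 by 3.51 on the log2 scale (8.91 ± 0.92, SD, n = 64, against 5.40 ± 1.38, n = 160). COTL1 (3.49), UCP2 (3.48) and the glucose transporter SLC2A3 (3.11) followed it, and 58 transcripts in all passed as higher. All 15 proliferation genes were higher (15 when adjusted over the list alone), as were 7 of 7 neutrophil genes (7 over the list alone), 13 of 20 macrophage genes with 5 lower (13 and 5 over the list alone) and 14 of 15 trophoblast genes (14 over the list alone). These lists were high in parts of the group only. The trophoblast list had a median of 8.97 in filamentous conceptus and 3.25 in PBMCs. The neutrophil list had 6.61 in alveolar macrophages and 2.09 in filamentous conceptus, and the proliferation list 7.04 in filamentous conceptus and 3.03 in monocyte-derived macrophages. Without a limit on the fold, 9979 of all 12018 transcripts passed in this comparison. Group comparisons were called with limma at the study's threshold, and list members at an adjusted p under 0.05. Their standard errors and p-values rest on the spread between samples within tissues and leave out that between the tissues of a group.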

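Conceptuses expressed the genes of trophoblast and early embryo at high levels. DPPA5 (NM_001160273), a gene of pluripotent cells, lies on chromosome 1 of Sscrofa11.1 from 52986462 to 52987596 and had 10.21 ± 0.43 in conceptus (SD, n = 24) against 1.94 ± 0.61 elsewhere (n = 200), a log2 fold change of 8.27 (standard error 0.09, adjusted p = 7.31e-166). All 15 trophoblast genes were higher (15 when adjusted over the list alone), from 0.94 for DSP to 7.64 for CYP19A1, with IFNG at 7.29 and KRT19 at 7.09. Of 6 pluripotency genes 5 were higher (5 over the list alone), as in TDGF1 (6.01) and SALL4 (5.28), while UTF1 did not pass (0.12). Proliferation genes were higher in 14 of 15 (14 over the list alone), as in CCNB1 (4.24). Steroidogenesis genes went both ways, 8 of 13 higher with HSD17B1 (7.12) and STAR (4.95) and 4 lower, such as SCARB1 (-0.82; 8 and 4 over the list alone). Of 11 yolk sac genes 9 were higher (9 over the list alone), as in APOA2 (4.66), while TTR (0.01) did not pass.
SLA-1 and B2M, which present antigen, were low in the conceptus. SLA-1, the porcine class I molecule, had 3.32 ± 0.72 against 9.82 ± 1.01 (log2 fold change -6.50, standard error 0.13, adjusted p = 6.38e-118), and its partner B2M had 4.58 ± 0.86 against 10.97 ± 0.80. Interferon response genes were lower in 11 of 13 (11 over the list alone) and macrophage genes in 18 of 20, with 2 higher (18 and 2 over the list alone). VIM (-6.37) and TGFBR2 (-5.93) were also among the largest. In total 400 transcripts were higher and 492 lower. Taken as 1 group, conceptus, macrophages, PBMCs and blood were lower than solid tissues in 293 transcripts, with genes of connective tissue among the largest. MGP, the matrix Gla protein, had 2.33 ± 1.19 (n = 64) against 9.36 ± 1.62 (n = 160; log2 fold change -7.03, adjusted p = 5.1e-151), followed by COL1A2 (-6.93), COL3A1 (-6.60), DCN (-6.22) and SPARCL1 (-6.12). Adipocyte genes were lower in 8 of 15 and higher in 4 (8 and 4 over the list alone; 2 higher under a stricter filter), with FABP4 at -2.49 and PPARG at 1.14, and 4 of 7 cartilage genes were lower and 1 higher (4 and 1 over the list alone).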

The conceptus expressed transcripts were in Cluster 2, while the conceptus, macrophages, PBMCs, and blood down-expressed transcripts were in Cluster 4. 

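Among the genes highest in the 7 immune tissues were those of leukocyte movement, adhesion and killing of microbes. CCR1 (chemokine receptor), on chromosome 13 of Sscrofa11.1 from 29227218 to 29233862, had 8.21 ± 1.51 in immune tissues (SD, n = 56) against 3.17 ± 1.10 in the others (n = 168), a log2 fold change of 5.05 (standard error 0.12, adjusted p = 4.8e-105). PLEK (4.83), LCP2 (4.80), GP91-PHOX (4.79), LYZ (4.67), CD53 (4.67), PTPRC (4.58), ITGB2 (4.50) and HCK (4.50) followed, and each of the 56 samples lay above the median of the others for these genes. GP91-PHOX is the catalytic unit of the phagocyte oxidase, LYZ is lysozyme and PTPRC is the pan-leukocyte antigen CD45.
Lists of several blood cell types were higher together. All 20 macrophage genes were higher (20 when adjusted over the list alone), from APOE (0.38) to LYZ, with TYROBP at 4.27. So were 10 of 10 T cell genes (CD3E 2.81, CD2 2.97; 10 over the list alone), 7 of 7 B cell genes (PAX5 2.73, JCHAIN 2.19; 7 over the list alone), 7 of 7 neutrophil genes (CXCL8 4.60; 7 over the list alone), 13 of 13 interferon response genes (IFIT3 3.52, ISG15 3.15; 13 over the list alone) and 15 of 15 proliferation genes (15 over the list alone). Erythrocyte and platelet genes were higher in 7 of 9, as in PPBP (4.49), while HBB was lower (-2.26; 7 and 1 over the list alone). PPBP had 10.93 ± 0.76 in alveolar macrophages (SD, n = 8) against 2.37 ± 1.97 elsewhere (n = 216). CXCL8 had 10.34 ± 1.04 in alveolar, 9.73 ± 2.13 in bone-marrow-derived and 8.75 ± 1.16 in monocyte-derived macrophages and 8.91 ± 0.73 in PBMCs. So neither gene stands for platelets or neutrophils alone here. The group is not uniform, since the T cell list had a median level of 7.82 in PBMCs, 7.50 in blood and 7.10 in mesenteric lymph nodes and 2.71 in bone-marrow-derived macrophages. DSTN (-4.28), KRT8 (-4.18) and PERP (-3.84) were lower, as were 17 of 17 skeletal muscle genes (17 over the list alone). The muscle result came largely from the skeletal muscles among the other tissues, with a list median of 11.11 in biceps femoris. In immune tissues the median ran from 2.06 in spleen to 2.89 in blood. Outside skeletal muscle the other tissues ran from 1.97 in kidney to 3.35 in heart.
In all 212 transcripts were higher and 169 lower. Without a limit on the fold, as for the list members, 9536 of all 12018 transcripts passed in this comparison. Under a stricter filter on low values 4 B cell genes were left as higher, as fewer were tested. In simulated data the fit recovered 100% of transcripts changed in immune tissues by 3 on the log2 scale and none changed by 2, which is under the fold of 5.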

The macrophages, PBMCs, blood, mesenteric lymph nodes, and spleen specific transcripts were in Cluster 5. 

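Heart and the 3 skeletal muscles shared high levels of CKM and of several sarcomere genes. CKM, muscle creatine kinase, lies on chromosome 6 of Sscrofa11.1 from 51704021 to 51716935 and had 11.75 ± 0.29 in these tissues (SD, n = 32) against 2.59 ± 1.07 elsewhere (n = 192), a log2 fold change of 9.16 (standard error 0.14, adjusted p = 6.78e-142). MYL2 (8.83), MYOT (8.77), TTN (8.56), MYOZ2 (8.50), MYH7 (8.40), ACTA1 (8.24), TNNC1 (8.08) and MYL1 (8.07) followed, all parts of the sarcomere or its Z-disc, and each of the 32 samples lay above the median of the others. All 17 skeletal muscle genes were higher (17 when adjusted over the list alone), the lowest being the calcium pump ATP2A1 (3.41). Cardiac genes were higher in 14 of 15 (14 over the list alone), and HAND2 did not pass (0.15, adjusted p = 0.195). Much of both lists came from 1 side of the group. The skeletal muscle list had a median of 11.11 in biceps femoris but 3.35 in heart, and the cardiac list 10.34 in heart but 4.86 in biceps femoris. Adipocyte genes were higher in 8 of 15 and lower in 4 (8 and 4 over the list alone), with PLIN4 (3.62) and FABP4 (3.35) among the former. EPCAM (-4.16) and KRT8 (-3.11) were lower. Proliferation genes were lower in 14 of 15 (14 over the list alone). The comparison gave 245 transcripts higher and 47 lower, and the k-means set nearest to it held 354 transcripts with mean levels of 7.48 in longissimus dorsi and 6.22 in heart.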

The genes specifically expressed in the heart and skeletal muscles were in cluster 10. The cerebral cortex specific genes were in Cluster 6, and liver specifically expressed transcripts were in Cluster 7. 

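Genes of the synapse were among the highest in cerebral cortex, and genes of plasma proteins were among the highest in liver. SNAP25, which drives fusion of synaptic vesicles, lies on chromosome 17 of Sscrofa11.1 from 19096115 to 19227580 and had 11.33 ± 0.45 in cerebral cortex (SD, n = 8) against 2.93 ± 1.98 elsewhere (n = 216), a log2 fold change of 8.39 (standard error 0.19, adjusted p = 5.43e-107). VSNL1 (7.74), GAP43 (7.66), GPM6A (7.41), SYT1 (7.33), GABBR2 (7.29) and GABRG2 (7.19) were next. All 15 neuron genes were higher (15 when adjusted over the list alone), as were all 9 glia genes (9 over the list alone), with the myelin gene PLP1 at 7.28 and a wide spread (10.00 ± 2.83). CTSH (-4.57), LGALS3 (-4.31) and LYZ (-4.29) were lowest. In total 666 transcripts were higher in cerebral cortex and 180 lower.
In liver ALB, on chromosome 8 of Sscrofa11.1 from 69643427 to 69663152, had 12.17 ± 0.07 against 2.79 ± 1.16, a log2 fold change of 9.38 (standard error 0.29, adjusted p = 1.59e-82). CYP3A46 (9.36), FGG (9.20), HSD17B13 (9.11), GC (9.01), APOB (8.93), APOH (8.77) and APOC3 (8.77) followed. All 20 hepatocyte genes were higher by more than the fold of 5 (20 over the list alone), the lowest being APOA1 (4.38). Macrophage genes were higher in 11 of 20 and lower in 3 (11 and 4 over the list alone), with CD14 at 3.46 and APOE at 3.84, of which the latter is made by hepatocytes too. Yolk sac genes, many of which hepatocytes share, were higher in 9 of 11 and lower in 1 (9 and 1 over the list alone). In all 486 transcripts were higher in liver and 60 lower, among them FABP5 (-3.49) and S100A6 (-3.33). The k-means sets led by these tissues held 477 and 312 transcripts, with mean levels of 7.05 in cerebral cortex and 8.12 in liver.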

The adrenal cortex, adrenal medulla, cerebral cortex, and adenohypophysis specific transcripts were in Cluster 8. 

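Some genes of secretory granules and synapses were among those with the largest differences in the group of adrenal cortex, adrenal medulla, cerebral cortex and adenohypophysis. CHGB (chromogranin B), on chromosome 17 of Sscrofa11.1 from 14747282 to 14761995, had 9.68 ± 1.46 in these tissues (SD, n = 32) against 1.98 ± 0.57 elsewhere (n = 192), a log2 fold change of 7.70 (standard error 0.09, adjusted p = 1.23e-159). SCG2 (6.84), SNAP25 (6.39), RIMS2 (5.62), UCHL1 (5.19), INSM1 (5.18), SYT4 (5.12) and NEFM (4.93) followed. Neuron genes were higher in 13 of 15 (13 when adjusted over the list alone), with GRIN1 lower (-0.22), and glia genes in 8 of 9 (8 over the list alone). Catecholamine genes were higher in 9 of 11 and lower in 2 (9 and 2 over the list alone), namely PENK (-0.37) and SLC18A2 (-0.18). The catecholamine list had a median of 6.18 in adrenal cortex against 3.06 over the 26 tissues outside the adrenal gland, a measure chosen after the values were seen, so medulla tissue in the cortex samples may have added to the part of adrenal cortex.
Other genes came from 1 or 2 of the 4 tissues. Steroidogenesis genes were higher in 10 of 13 and lower in 3 (10 and 3 over the list alone), with CYP11A1 at 3.66, HSD3B1 at 3.01 and CYP19A1 at -0.94. Their median level was 8.13 in adrenal cortex and 7.85 in medulla but 3.17 in cerebral cortex and 3.18 in adenohypophysis. Pituitary genes were higher in 12 of 13 (12 over the list alone), as in CGA (2.25), with a median of 8.85 in adenohypophysis and 2.36 in adrenal cortex. CTSZ (-3.47) and SMPDL3A (-3.21) were lower, and 226 transcripts in all were higher and 29 lower. The k-means set nearest to this group held 346 transcripts, with mean levels of 6.22 in adrenal medulla, 5.98 in adrenal cortex, 5.90 in adenohypophysis and 5.30 in cerebral cortex. Without the filter on low values 1 catecholamine gene and 0 neuron genes were lower in limma; with it, 2 and 1 were.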

Transcripts in Cluster 3 and Cluster 9 were ubiquitously expressed in multiple tissues.

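Broadly expressed sets were high in most solid tissues and low in blood cells or the conceptus. A set of 301 transcripts, around B2M, TGFBR2 and VIM, had mean levels from 5.79 in cerebral cortex to 7.10 in abdominal fat, and 3.20 in spherical, 3.31 in tubular and 3.51 in filamentous conceptus. Another of 500 transcripts, around DDR2, CAV2 and FSTL1, which serve matrix contact and caveolae, had its highest mean in abdominal fat (6.75) and back fat (6.66). Its levels were 6.26 in trachea, 5.60 in kidney and 5.42 in mesenteric lymph nodes, and lowest in blood (3.27), PBMCs (3.31) and alveolar macrophages (3.37). B2M ranged from 9.38 ± 1.75 in cerebral cortex to 11.63 ± 0.31 in spleen but was 3.77 ± 0.25 in spherical conceptus (SD, n = 8). VIM, an intermediate filament of mesenchymal cells, had 11.27 ± 0.30 in abdominal fat and 4.61 ± 1.27 in filamentous conceptus. A set of 341 transcripts around the cilium genes CAPSL and HYDIN was higher in bronchus (5.59), trachea (5.40), endometrium (4.65), stomach (4.62), distal lung (4.40) and placenta (4.26). The levels are means over all transcripts of a set, and single members can differ from them.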

**Fig. 4:**
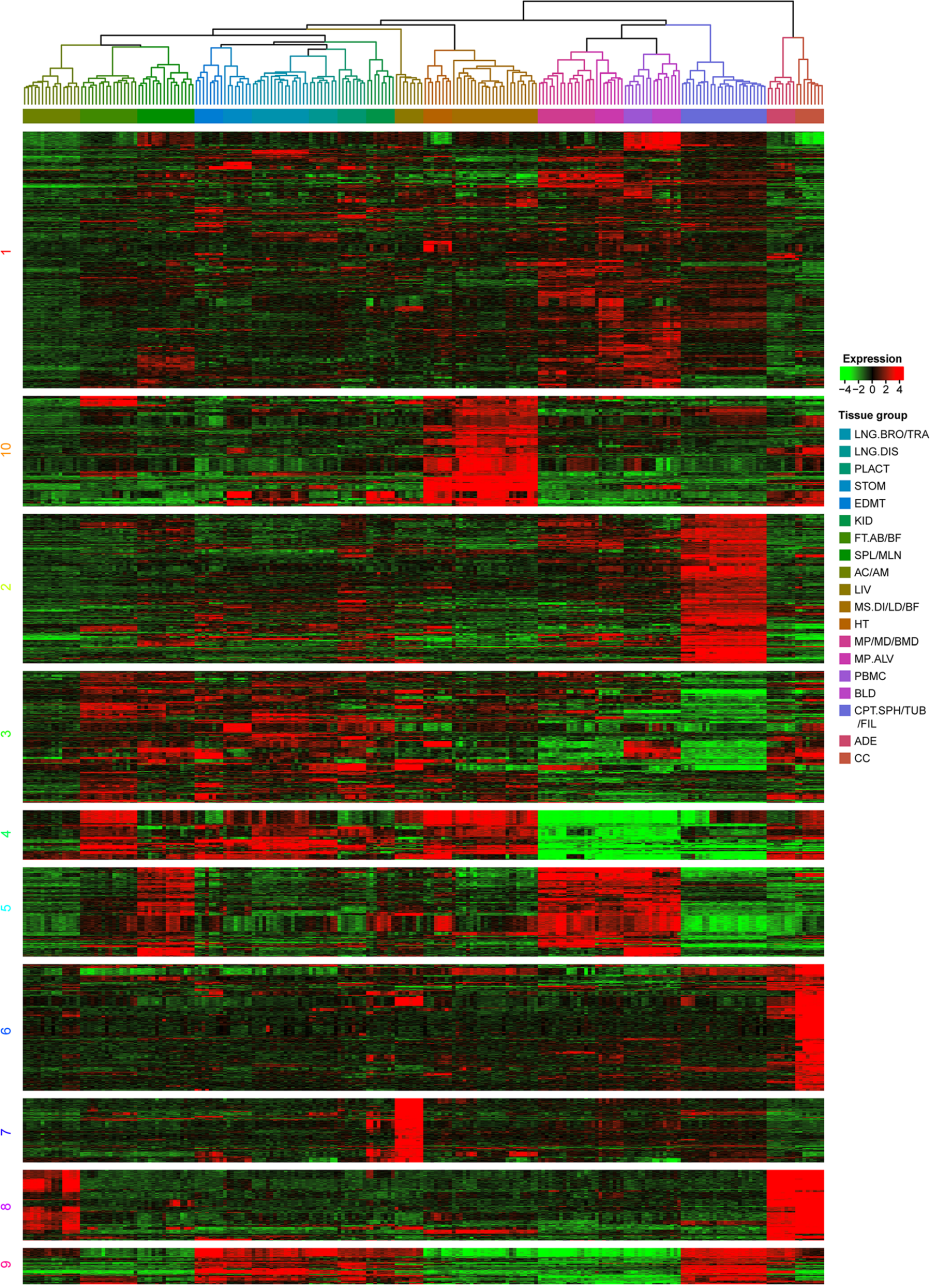
K-means clustering analysis of differentially expressed genes across tissues. Data adjustment (median center and normalization) was performed before the clustering analysis. The color codes of red, white, black, and dark green represent high, average, low, and absence of expression, respectively. A detailed view of expression pattern and internal structure of each gene cluster were constructed by hierarchical clustering and is shown in plot areas from 1–10

### Identification of over-represented motif for tissues specifically expressed transcripts

The CLOVER software [18] with JASPAR PWM database [19] was used to identify over-represented transcription factor binding motifs for each gene cluster. The promoter regions for a transcript cluster (1000 bp upstream from the TSS) were determined using the Ensemble Biomart tool (*Sus scrofa* assembly 11.1, gene 99) [20]. The promoter regions for the transcripts detected, with a similar GC content, were used as background. Motifs having a *p*-value of ≤0.05 was significant (Table 2, top 5 motifs). The most significantly enriched motif in Class 1 is MZF1. TFAP2A and TFAP2C were also significantly enriched with a raw score higher than 30. In Class 2, there was only one significantly enriched motif, RHOXF1. In Class 3 and 4, there were five and four motifs with p-value < 0.05 respectively, but the raw score was lower than ten. In Class 5, there were at least five motifs with p-value < 0.05, and three of them, RUNX1, ASCL1, and Myod1 had a raw score higher than 30. In Class 6, the significantly enriched motifs with the highest score were SNAI2 and FIGLA, whereas, in Class 7, the significantly enriched motifs with the highest score was NR4A2. In Class 8, there was only one motif ZEB1 enriched in the promoter region of these transcripts. In Class 9, all the enriched motifs had a raw score of less than ten. In Class 10, the top three motifs were Ascl2, Myog, and Tcf12.

**Table 2:** Significantly over-represented binding motifs in the promoter region of transcripts showing a similar expression pattern

Gene cluster	Jaspar ID	TF name	Occurrence	Gene count	Raw score	FDR
Class 1	MA0056.1	MZF1	291	291	91.6	0
Class 1	MA0810.1	TFAP2A(var.2)	165	165	33.1	0.002
Class 1	MA0524.2	TFAP2C	149	149	32.3	0.003
Class 1	MA0811.1	TFAP2B	143	143	29.1	0.004
Class 1	MA0507.1	POU2F2	53	53	8.35	0.006
Class 2	MA0719.1	RHOXF1	142	142	6.96	0.008
Class 3	MA1105.1	GRHL2	28	28	6.99	0.003
Class 3	MA0842.1	NRL	60	60	3.67	0.006
Class 3	MA0164.1	Nr2e3	52	52	2.42	0.003
Class 3	MA0029.1	Mecom	23	23	2.25	0.009
Class 3	MA0117.2	Mafb	49	49	1.69	0.004
Class 4	MA0691.1	TFAP4	20	20	4.93	0.004
Class 4	MA0091.1	TAL1::TCF3	16	16	2.43	0.006
Class 4	MA0616.1	Hes2	19	19	0.8	0.003
Class 4	MA0089.1	MAFG::NFE2L1	21	21	−1.09	0.005
Class 5	MA0002.2	RUNX1	135	135	55.5	0
Class 5	MA1100.1	ASCL1	79	79	46.8	0.008
Class 5	MA0499.1	Myod1	59	59	31.6	0.003
Class 5	MA1124.1	ZNF24	30	30	18.6	0.002
Class 5	MA1109.1	NEUROD1	57	57	9.76	0.004
Class 6	MA0745.1	SNAI2	75	75	18.7	0.001
Class 6	MA0820.1	FIGLA	77	77	17.6	0.003
Class 6	MA0138.2	REST	6	6	7.13	0.002
Class 6	MA0665.1	MSC	36	36	6.63	0.002
Class 6	MA0691.1	TFAP4	30	30	5.79	0.003
Class 7	MA0160.1	NR4A2	59	59	15.5	0
Class 7	MA0693.2	VDR	31	31	4.29	0.004
Class 7	MA0017.2	NR2F1	27	27	4.12	0.009
Class 7	MA1142.1	FOSL1::JUND	38	38	3.25	0.001
Class 7	MA0059.1	MAX::MYC	16	16	1.48	0.008
Class 8	MA0103.3	ZEB1	21	21	10.9	0.002
Class 9	MA0084.1	SRY	22	22	9.59	0.01
Class 9	MA0130.1	ZNF354C	35	35	9.47	0.007
Class 9	MA0463.1	Bcl6	21	21	7.12	0.007
Class 9	MA0799.1	RFX4	7	7	5.64	0.007
Class 9	MA0798.1	RFX3	7	7	5.38	0.009
Class 10	MA0816.1	Ascl2	66	66	28.6	0.009
Class 10	MA0500.1	Myog	58	58	28.5	0.01
Class 10	MA0521.1	Tcf12	57	57	27.2	0.008
Class 10	MA0665.1	MSC	36	36	9.17	0.002
Class 10	MA0108.2	TBP	57	57	4.39	0.007

### Case report: confirmation of the regulatory roles of RUNX1 in PBMCs in pig

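Macrophages were high in 2 sets of transcripts that differed in which cells led, and PBMCs and blood in 1 of them. In the set around PTPRC, SYK and CORO1A, genes of leukocyte signalling and movement, blood and PBMCs were highest, with mean levels of 6.75 and 6.73, and the 3 kinds of macrophage stood between 5.52 and 5.61. In the set around the lysosomal genes CSTB and GRN the macrophages led. PBMCs (5.50) stood near tubular conceptus (5.45) there, and blood (5.05) stood below PBMCs and below spleen and kidney. PTPRC had 8.40 ± 0.75 in PBMCs and 7.16 ± 1.08 in alveolar macrophages (SD, n = 8), while CAPG of the other set had 8.34 ± 0.35 and 9.72 ± 0.30. The spread of PTPRC between blood samples was wide (7.26 ± 1.98).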

In the cluster heatmap (Fig. 4), Class 1 and 5 tentatively show (by visualization) high expression in macrophages, PBMCs, and blood. However, the expression level of genes in Class 1 was lower than in Class 5. 

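Which of the 2 sets was lower depended on the cell. In blood the set around CSTB, GRN and CAPG had a lower mean level (5.05) than the set around PTPRC and SYK (6.75), and in PBMCs the means were 5.50 and 6.73. In monocyte-derived macrophages the order was the opposite, 6.86 and 5.61, as it was in alveolar (6.81 and 5.56) and bone-marrow-derived macrophages (6.89 and 5.52). Conceptuses separated the sets most, with 5.44 and 3.16 in the spherical stage. The numbering of clusters in the study's heatmap could not be matched to these sets transcript by transcript, because the document at hand shows a part of its assignments, and no test was applied to the means.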

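Spleen and mesenteric lymph nodes expressed the leukocyte set well above solid tissues. Its 420 transcripts had a mean of 6.04 in spleen and 5.76 in mesenteric lymph nodes, against 4.43 in liver, 4.27 in kidney and 3.61 in cerebral cortex. Both organs held lymphocyte genes, with a median B cell list level of 5.42 in spleen and 5.67 in mesenteric lymph nodes, next to 6.18 in PBMCs and 2.18 in heart. PTPRC had 7.01 ± 0.52 in spleen and 6.82 ± 1.27 in mesenteric lymph nodes (SD, n = 8), and CD53 had 10.05 ± 0.38 and 9.76 ± 0.28. The lymph nodes were also highest in CCL21 (9.90 ± 0.45), which guides lymphocytes into lymphoid tissue.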

Further, mesenteric lymph nodes and spleen specific transcripts in Cluster 5 indicated that this class is an immunity-related gene cluster. 

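RUNX1 and the 3 genes differed in which immune cells expressed them. RUNX1 (XM_021068411, on chromosome 13 of Sscrofa11.1 from 198371835 to 198635648) was higher in the 7 immune tissues by 2.25 on the log2 scale (standard error 0.08, adjusted p = 8.37e-70, 56 of 56 samples above the median of the others). This difference was under the fold of 5 of the study's threshold, which TLR2, LCK and VAV1 exceeded. The level of RUNX1 was highest in monocyte-derived macrophages (8.03 ± 0.59, SD, n = 8) and blood (7.05 ± 0.50), and mesenteric lymph nodes (4.79 ± 0.47) lay under bronchus (5.94 ± 0.52). TLR2, a receptor for bacterial lipoproteins (NM_213761, on chromosome 8 of Sscrofa11.1 from 75416257 to 75428370), was highest in macrophages. It had 9.12 ± 0.38 in monocyte-derived, 8.91 ± 1.08 in bone-marrow-derived and 8.44 ± 0.44 in alveolar macrophages and 7.81 ± 0.78 in PBMCs, and 7.23 in spleen, 7.23 in mesenteric lymph nodes and 7.03 in blood (log2 fold change 4.01, standard error 0.10, adjusted p = 2.28e-96, 56 of 56). LCK, the kinase of the T cell receptor (XM_021093253, on chromosome 6 of Sscrofa11.1 from 88719886 to 88745922), was highest in blood. It had 8.00 ± 1.52 in blood, 7.52 ± 0.61 in PBMCs, 7.12 ± 0.85 in mesenteric lymph nodes and 6.43 ± 0.54 in spleen but 2.79 ± 0.52 in alveolar and 2.27 ± 0.26 in bone-marrow-derived macrophages (2.61, standard error 0.09, adjusted p = 1.96e-72, 43 of 56). VAV1, an exchange factor for Rho GTPases (XM_021079171, on chromosome 2 of Sscrofa11.1 from 72327433 to 72391649), was present in all of them, from 7.99 ± 0.42 in monocyte-derived macrophages to 6.04 ± 0.35 in mesenteric lymph nodes (3.30, standard error 0.07, adjusted p = 2.64e-108, 56 of 56). These standard errors and p-values measure the spread between samples of a tissue and leave out that between tissues, which was wide for LCK.
The wider list of 33 RUNX1 targets was drawn up by the study on these samples, so its direction is not independent evidence. With the highest transcript of each symbol, 32 were tested, and 32 were higher in immune tissues (32 when adjusted over the list alone) and 27 exceeded the fold of 5, from LYST (1.71) to ARG1 (4.62), with FCER1G at 4.43 and a median of 2.68. By the RefSeq identifiers that the study lists, which are the transcript used here for 23 of the 33, 23 were tested, of which 23 were higher and 20 exceeded the fold. The same list was lower in 31 of 32 in the conceptus (31 over the list alone). Other transcripts of RUNX1, TLR2, LCK and VAV1 stayed at the background, so each value rests on the transcript named.

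**Figure D2:**
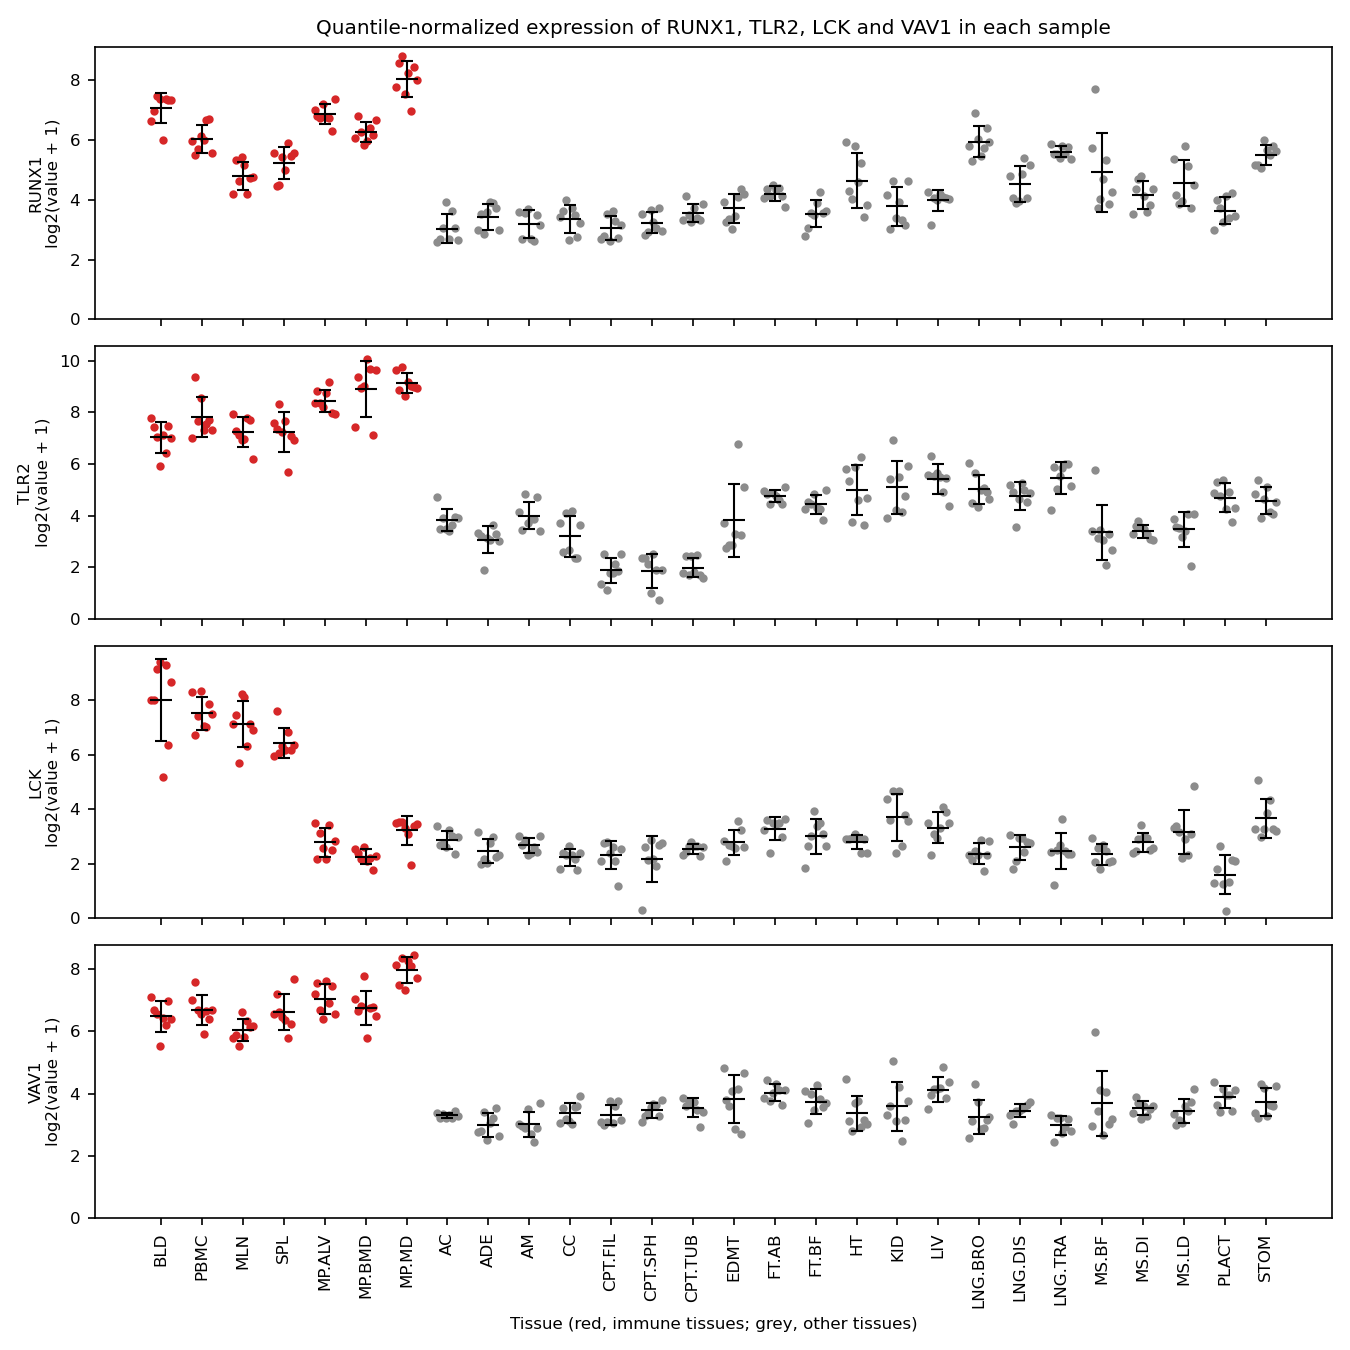
Normalized log2(value + 1) of RUNX1, TLR2, LCK and VAV1 in each of the 224 samples (points, red for the 7 immune tissues and grey for the others), with the mean and SD of the 8 samples of each tissue (black). TLR2 is highest in macrophages, LCK in blood, PBMCs, mesenteric lymph nodes and spleen, and VAV1 in all 7.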

The top over-represented motif in Class 5 is RUNX1, and literature search of its targets indicated that TLR-2 (Toll-like receptor), LCK (tyrosine kinases), and VAV1 (Rho family GTPases) play a role in T and B-cell development and activation. These three representative RUNX1 targets were selected for further experimental validation.

### Confirmation of the RUNX1 binding site in the promoter region of TLR-2, LCK, and VAV1

The toll-like receptor 2 (TLR-2), lymphocyte-specific protein tyrosine kinase (LCK), and vav1 oncogene (VAV1) plasmid containing the 1Kb putative promoter sequence were used in in vivo studies (wild type). To show the regulatory effect of RUNX1, the binding site of RUNX1 in TLR-2, LCK, and VAV1 was mutated or deleted. Reporter vectors constructed by the wild type, mutated, or deleted promoter sequences were transfected into the peripheral blood mononuclear cells (PBMCs), and luciferase activity was monitored. Binding site deletion significantly attenuated the expression of the downstream reporter luciferase activity (*p* < 0.05), indicating that RUNX1 could interact with the target site and regulate the expression of the downstream reporter gene (Fig. 5a-c). The mutated vectors showed significant attenuation of the activity of downstream luciferase at 40, 44, and 48 h post-transfection (p < 0.05) indicating a regulatory relationship between RUNX1 and the targets. Another experiment was performed using mouse macrophage cells (RAW 264.7) to validate the hypothesis further. Consistent with the previous results, mutation of the RUNX1 binding sites in TLR-2, LCK, and VAV1 promoter sequence significantly attenuated the activity of downstream luciferase at 40, 44, and 48 h post-transfection (Fig. 5d-f). The luciferase reporter activity after transfection with the wild-type vector was significantly higher in macrophage cells than in the PBMC assays, suggesting that the endogenous RUNX1 expression in mouse macrophage cells was higher than in PBMCs.

**Fig. 5:**
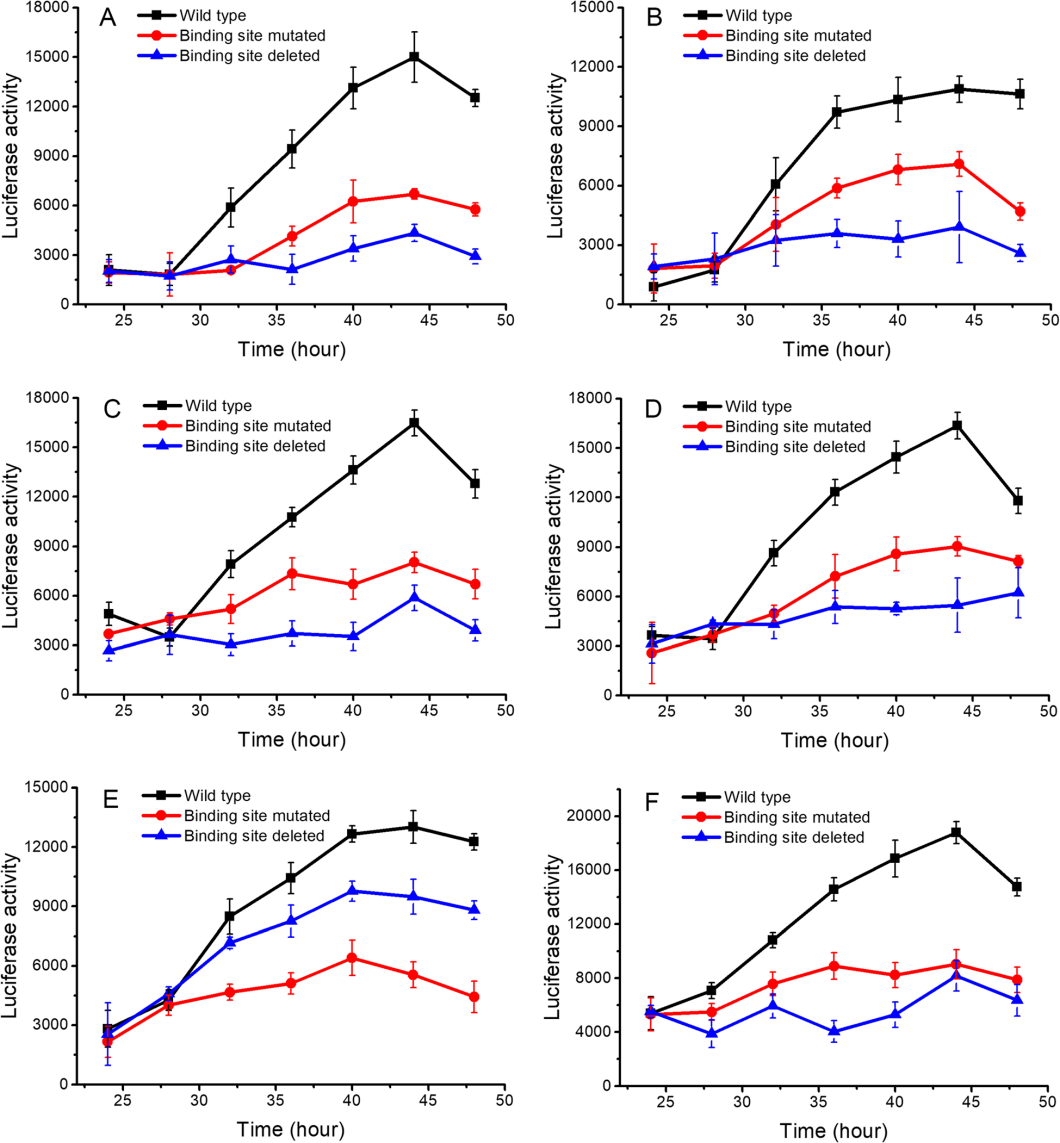
Luciferase reporter assay of the RUNX1 targets. One wild-type promoter construct (containing the predicted RUNX1 binding site), two mutant constructs (mutated or not containing the binding site) were investigated. The mutant construct (black) was identical to the wild-type, except that the RUNX1 binding site was deleted or mutated. The line graphs show the luciferase activity after the reporter plasmids were transfected into PBMCs (**a**-**c**) or macrophages (**d**-**f**). Three RUNX1 target genes have been investigated (**a** and **d**: TLR-2, **b** and **e**: LCK, **c** and **f**: VAV1). The error bars represent the mean ± standard deviation of three duplicate sample sets

### RNA flow cytometry analysis of RUNX1 targets in LPS and RUNX1 inhibitor-treated PBMCs

To show the effect of RUNX1 on three targets; TLR2, LCK, and VAV1, pig PBMCs were stimulated with LPS and/or RUNX1 inhibitor, for 6 h, during which their TLR2, LCK, VAV1, CD14 protein levels were monitored. Two subsets of cells readily emerged from CD14/TLR2 analysis in PBMCs: a CD14^hi^/TLR2^lo^ (CD14^high^/TLR2^low^) and a CD14^lo^/TLR2^lo^ population (Fig. 6d). The percentage of CD14^hi^/TLR2^lo^ cells increased in LPS plus RUNX1 inhibitor-treated samples, but the proportion of CD14^lo^/TLR2^lo^ cells remained unchanged. The percentages of TLR2^hi^ (for both CD14^hi^ and CD14^lo^) cells increased seven-fold in LPS alone treated samples compared with the non-treated controls. Four subsets of cells readily emerged from CD14/LCK analysis in PBMCs treated with LPS or RUNX1 inhibitor: a CD14^hi^/LCK^lo^, CD14^hi^/LCK^hi^, CD14^lo^/LCK^hi^, and CD14^lo^/LCK^lo^ population (Fig. 6e). The percentage of CD14^hi^/LCK^hi^, and CD14^lo^/LCK^hi^ cells increased in LPS plus RUNX1 inhibitor-treated samples, and the proportion of CD14^hi^/LCK^lo^ cells was decreased. The percentage of CD14^hi^/LCK^hi^ cells increased by 40% in LPS alone treated samples compared with the non-treated controls. Two subsets of cells readily emerged from CD14/VAV1 analysis in PBMCs: a CD14^hi^/VAV1^lo^ and a CD14^lo^/VAV1^lo^ population (Fig. 6f). The percentage of VAV1^hi^ (for both CD14^hi^ and CD14^lo^) cells increased four-fold in LPS plus RUNX1 inhibitor-treated samples. The percentages of VAV1^hi^ (for both CD14^hi^ and CD14^lo^) cells increased seven-fold in LPS alone treated samples compared with the non-treated controls and is two-fold higher than in LPS plus RUNX1 inhibitor-treated samples.

**Fig. 6:**
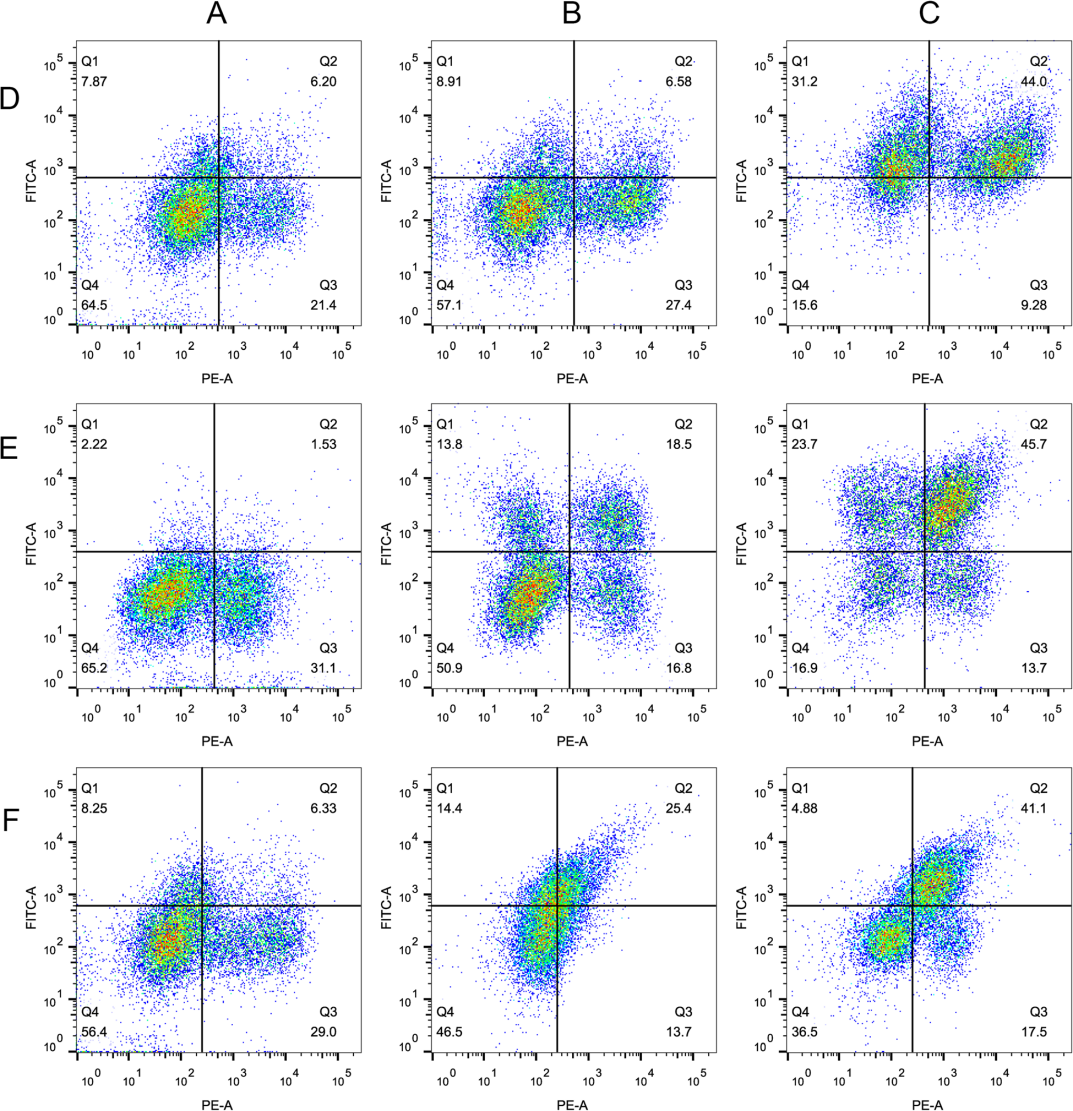
Simultaneous staining of the target gene and CD14 protein in rested and stimulated PBMCs. Plots of PBMCs that were left untreated (**a**) or were stimulated with LPS plus RUNX1 inhibitor for 6 hours (**b**) or were stimulated with LPS only (**c**) and labeled with antibodies that bind to CD14 (PE-A) and target protein (FITC-A, **d**-**f**)

### Real-time PCR analysis of RUNX1 targets in LPS and RUNX1 inhibitor-treated PBMCs

To investigate if the expression patterns of the 33 RUNX1 target genes that have RUNX1 binding site (from Class 5, Supplemental document 3) could be modeled by LPS and RUNX1 inhibitor treatment in vitro, we performed real-time PCR assays for 33 genes after treating PBMCs (collected from a separate set of animals) with two different doses of LPS (1 ng/mL, 10 ng/mL), and RUNX1 inhibitor (1 ng/mL, 10 ng/mL). Samples were collected six hours post-stimulation. A total of 21 genes were induced significantly in response to at least one dose of LPS stimulation, as expression levels for these genes were different when compared to non-stimulated control. A total of 10 genes were down-regulated significantly in response to the RUNX1 inhibitor treatment. Hierarchical clustering analysis was used to determine whether the response of LPS stimulation was similar to the patterns detected in RUNX1 inhibitor treatment, and if any differences were observed depending on the dosage of LPS and RUNX1 inhibitor used. As shown in Fig. 7, the genes were grouped into two large clusters. In the upper part of the cluster (from CLEC5A to SLA) the expression patterns of samples with RUNX1 inhibitor treatment, RUNX1 inhibitor plus LPS treatment, and non-simulated controls tend to be similar. Different doses of the RUNX1 inhibitor did not affect the samples, as observed by the overlap of respective samples in the heatmap. The LPS treated samples were unique and were distinct from the RUNX1 inhibitor-treated groups and control groups. Similar to the RUNX1 inhibitor, different doses of LPS also did not affect the samples. The expression patterns of RUNX1 inhibitor plus LPS treatment samples tend to be similar to controls and RUNX1 treatment only samples because of the overlap in the heatmap. In the lower part of the cluster (from ARHGDIB to RGS18), the expression patterns of some of the samples following RUNX1 inhibitor treatment, RUNX1 inhibitor plus LPS treatment, and non-simulated controls tend to be similar with the LPS treated samples. The reason for this discrepancy could be due to variation in preparing the PBMCs and the stimulation process which are difficult parameters to control.

**Fig. 7:**
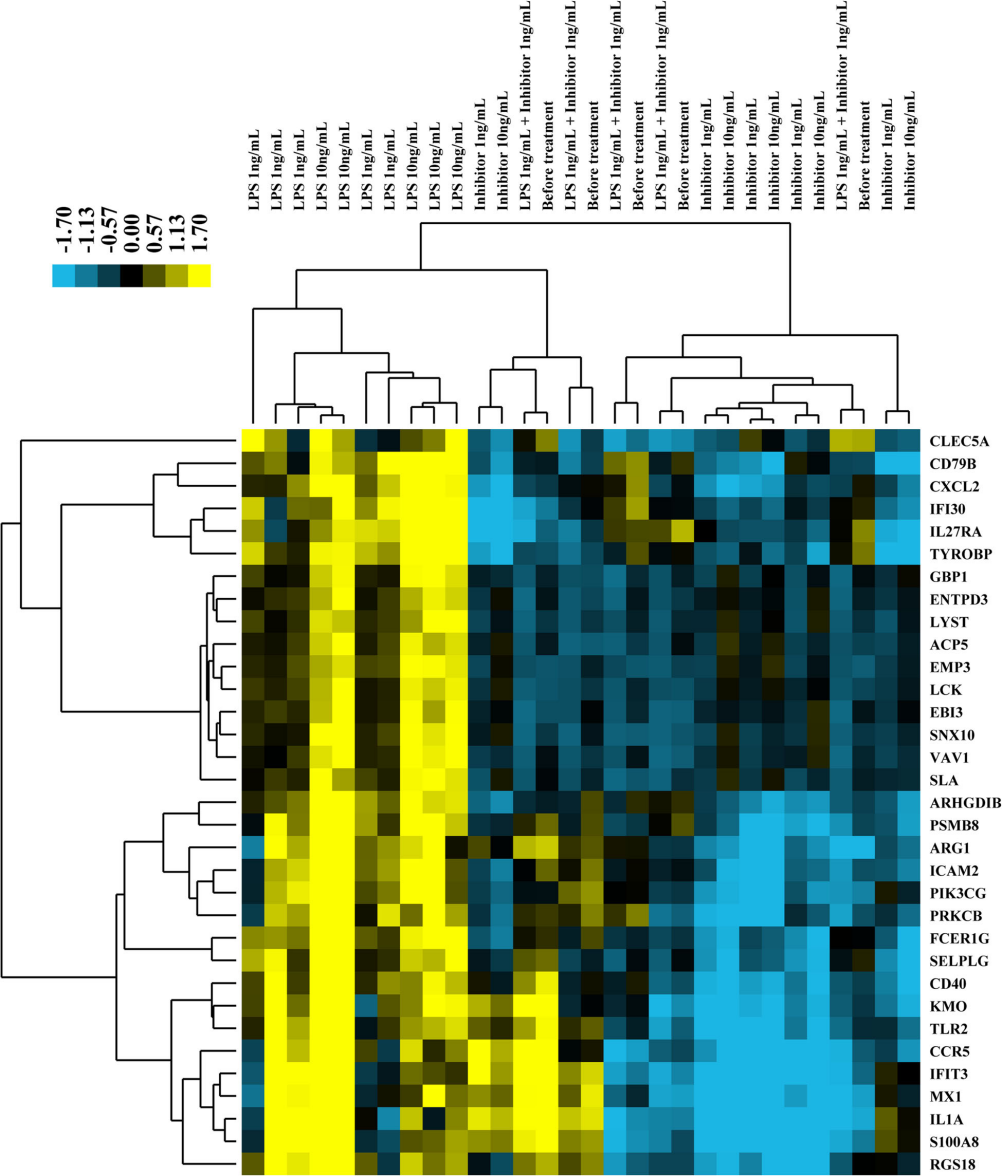
RUNX1 target gene expression in PBMCs treated with LPS or RUNX1 inhibitor. Cells were treated in vitro with two different doses of LPS (1 ng/ml, 10 ng/ml) and RUNX1 inhibitor (1 ng/ml, 10 ng/ml). Color codes of yellow, black, and blue represent expression levels of high, average, and low, respectively, across the treatments shown

## Discussion

This study created transcriptomic datasets by Super deepSAGE using a large number of samples and a large number of biological repeats for the same tissue, and detected a large number of transcripts. To our knowledge, our work represents the largest tissue dataset profiled in a single study. We first analyzed the homogeneity of transcriptional information within samples of the same organ using PCA. Without prior information, we showed that samples from the same organ but different donors clustered together. This result is remarkable given the potential variability that could have been introduced for each sample with respect to the different animals. 

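Over the transcripts above background, nearly every sample found its own tissue. Of 224 samples 219 were most correlated with a sample of the same tissue (at most 21 in 10000 permutations of the labels, p = 1e-04, the smallest they can give), an alternative chosen after the values over all transcripts were seen. The 5 exceptions lay between trachea and bronchus or between the fats, where neighbouring tissues share cartilage and cilia or adipocytes. FT.BF_3 was closest to abdominal fat. COL2A1 of cartilage had 10.26 ± 0.84 in bronchus, next to its level in trachea, and ADIPOQ had 10.06 ± 0.45 in abdominal and 10.78 ± 0.60 in back fat (SD, n = 8). The mean silhouette was 0.377, with liver at 0.771, adenohypophysis at 0.683, trachea at 0.0704 and back fat at 0.0662. Replicates were numbered within each tissue, and samples of different tissues with the same number were no more alike than others (mean correlation of residuals -0.000208 over 3024 pairs, against 1.43e-05 for different numbers).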

To analyze of similarities and differences between the expression profiles for different tissues, we used hierarchical clustering analysis. 

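Many tissues of like function joined at short distances in the tree of tissue means, though some unlike ones did too. Spherical and tubular conceptus joined at 0.00539 (1 minus Pearson's r), trachea and bronchus at 0.00590, adrenal cortex and medulla at 0.00633, both fats at 0.00758, and biceps femoris with longissimus dorsi at 0.00947. Spleen and mesenteric lymph nodes joined at 0.0118, blood and PBMCs at 0.0242, heart and the skeletal muscles at 0.0243 and the 3 macrophages at 0.0273. Kidney and stomach joined at 0.0272, endometrium joined them at 0.0285, and the fats joined trachea, bronchus and distal lung at 0.0286. Macrophages met blood and PBMCs at 0.0377. Adenohypophysis joined the adrenal at 0.0311, which shares granule genes such as SCG2 with it (10.99 ± 0.41 in adenohypophysis and 8.68 ± 0.52 in adrenal medulla, SD, n = 8). Cerebral cortex joined last, at 0.0677, after liver (0.0545) and the conceptus (0.0645). Of 14 groups of related tissues named beforehand, 11 formed a branch. The 7 immune tissues did not, nor did the group of adrenal, cerebral cortex and adenohypophysis or the pair of cerebral cortex and adenohypophysis. With the 2000 most variable transcripts all 14 did. Average linkage on all transcripts was used, and no test applies to a branch.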

The dendrogram generated by this analysis reflected functional relationships between tissues. Our results also showed that gene expression profiling can distinguish each of the tissues.

The data demonstrated that tissue-differentially expressed genes can be distinguished to gene clusters which share similar expression profiles and those genes were co-regulated by common regulator genes. We found that genes in gene clusters were always expressed in tissue-specific manner. These findings are consistent with and strengthen the rationale for transcription rules for mammalian that transcription of genes turned on when and only when they were required. 

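Many lists of cell type markers were high in the tissue that holds the cell and lower elsewhere, but not all. Hepatocyte genes had a median level of 10.96 in liver and at most 3.56 in the other 27 tissues. Gastric genes had 10.33 in stomach, neuron genes 9.24 in cerebral cortex, glia genes 8.29 in the same samples, and skeletal muscle genes 11.11 in biceps femoris and 3.35 in heart. Cardiac genes had 10.34 in heart and 4.86 in biceps femoris, and adipocyte genes 9.40 in back fat. Kidney tubule and podocyte genes reached 6.04 in kidney. The neutrophil list was higher in alveolar (6.61) and bone-marrow-derived macrophages (5.89) than in blood (5.62). The yolk sac list was higher in liver (8.22) and stomach (6.08) than in tubular conceptus (6.00).
Some lists were shared by tissues that hold the same cell. Macrophage genes had 9.99 in monocyte-derived and 9.75 in alveolar macrophages, and 2.72 in filamentous conceptus. Mesenteric lymph nodes (8.42), spleen (7.55) and liver (7.11) lay above bone-marrow-derived macrophages (6.83), so the list did not follow macrophages alone. Erythrocyte and platelet genes had 9.65 in blood. The levels are medians over a list's tested genes of tissue means of 8 samples, without a test of their own. From the tissue-bound expression of its clusters, the paper takes support for the view that genes are switched on only where they are needed.

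**Figure D3:**
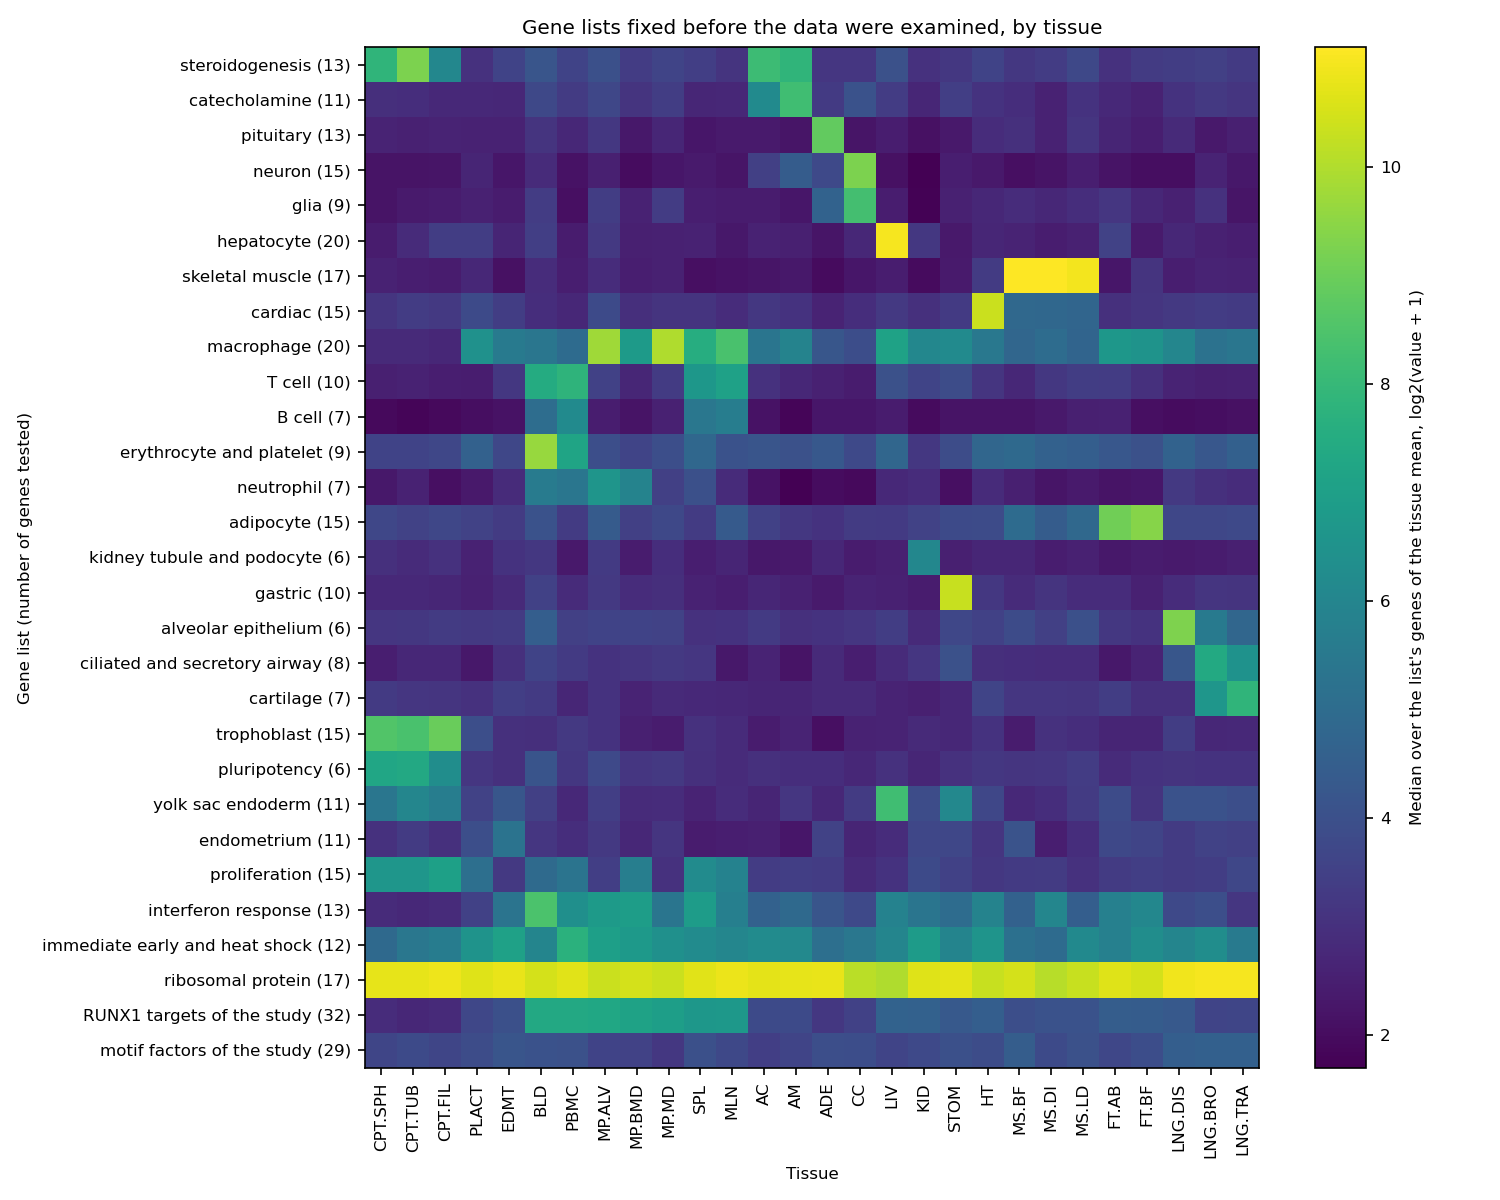
Median normalized log2 level of each gene list (rows, with the number of genes tested) in each of 28 tissues (columns), by colour. Hepatocyte genes stand out in liver (LIV), gastric genes in stomach (STOM), neuron and glia genes in cerebral cortex (CC) and muscle genes in the 3 skeletal muscles (MS) and heart (HT).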

The transcription factors interact with the DNA recognition motifs, and regulate transcription of a large number of genes, and plays an important role in the regulation of tissue-differentially expressed genes. To interpret and understand gene regulation from the Super deepSAGE data obtained in this study, identifying the over-represented or under-represented motifs in the sequence showing similar expression patterns and factors binding to them, is necessary. Over-represented motifs were identified to play a regulatory role in the sequences, while under-representation indicated that the motif would have a harmful dis-regulatory effect.

RNA-seq can easily provide a much larger yield, have a large dynamic range and identify a larger number of genes and transcripts. However, literature shows limited number of studies using RNA-seq technology have been accomplished that run in parallel for a wide range of porcine tissues. The Super deepSAGE reduced cost by multiplexing and obtained data with good quality in terms of sequencing depth, gene coverage, and reproducibility. Few discrepancies were observed when comparing Super deepSAGE data with published microarray data. We predict two possibilities that could cause such discrepancies: 1) the SAGE tag was derived from two or more different transcripts, which were differentially expressed in the samples tested, and 2) the microarray probe set can target two or more transcripts due to sequence similarity. For example, the transcripts from the same gene family will always produce the same SAGE tag (attributable to the lower resolution power of Super deepSAGE) and preferred to hybridize to the same microarray probe set (can be minimized by design probe sets in the non-conserved region). Regardless of the discrepancies, we conclude that Super deepSAGE data is overall compatible with the microarray data and provide reliable gene expression profiles.

Among the transcription factors identified for tissue-differentially expressed genes, RUNX1 is a master regulator of hematopoiesis and plays a vital role in T and B cell development. RUNX1 is critical in induction of the immune cells, such as interleukin-2 (IL-2, [21], IL-3 [22], colony-stimulating factor 1 receptor (CSF1R, [23], CSF2 [24], and cluster of differentiation 4 (CD4), [25]. However, its roles in LPS-mediated inflammation in PBMCs remains unclear. In this study, regulations of TLR-2, LCK, and VAV1 have been confirmed by flow cytometry. TLR2 is an essential receptor for the recognition of a variety of pathogen-associated molecular patterns (PAMPs) from Gram-positive bacteria, including bacterial lipoproteins, lipomannan, and lipoteichoic acids [26]. LCK encoded protein is a key signaling molecule in the selection and maturation of developing T-cells [27]. The VAV1 encoded protein is important in hematopoiesis, playing a role in both T-cell and B-cell development and activation [28, 29]. These results suggest that RUNX1 might be a new potential target for resolving inadequate or uncontrolled inflammation in PBMCs.

## Conclusions

Gene expression analysis is extensively applied in the understanding of the molecular mechanisms underlying a wide range of biological processes such as host-pathogen interactions. Our dataset (of transcript levels in tissues) can serve as a reference dataset for comparison of expression analysis to detect aberrations in transcript levels of various biological functions. Therefore, the major focus of this manuscript was to demonstrate the biological importance of these profiles. We report that > 40% of the measured transcripts were differentially expressed between different tissues. 

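Nearly all well-expressed transcripts differed between tissues in amount, and a smaller part differed strongly. Among the 12018 transcripts above the filter, 12018 passed the moderated F test of limma over the 28 tissues at an adjusted p under 0.05. They make up 15.6% of the deposited transcripts, and without the filter 12947 of 76807 passed (16.9%). Without 7 samples far from their tissue, chosen after the values were seen, 12008 of 12009 passed. Even ribosomal protein genes, often taken as steady, passed. RPL3 ran from 8.28 ± 0.71 in longissimus dorsi to 10.81 ± 0.36 in distal lung (SD, n = 8). Liver was lower than the other tissues in 17 of 17 ribosomal protein genes (17 when adjusted over the list alone) and heart with skeletal muscle in 15 (15 over the list alone). In simulated data with no difference 47 of 10374 transcripts passed this test, and 64% of those changed in 1 tissue by 1 on the log2 scale did. The share depends on which transcripts count as measured, which the paper's text does not define at this number.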

We show that statistically the transcripts were co-regulated by a few important transcription factors. Our study led to the identification of key transcription factors that regulate gene expression in PBMCs. This data will improve the annotation of the pig genome, support biological studies and increase the utility of the pig as a meat source and model in medical research.

## Methods

### Development of super deepSAGE technology

A flowchart of the Super deepSAGE experiment is summarized in Fig. 8. Dynabeads® M^− 270^ Amine (Thermo Fisher Scientific, China) were coupled with –C6-SH labeled reverse transcription-primer with the sequence containing the 5′-CAGCAG-3′ recognition site of EcoP15I and an Oligo (dT) sequence at the 3′ end, intentionally designed to complement the poly(A) sequence of mRNAs (Synthesized by Sangon Biotech, China). The coupling procedure was carried out as outlined in the protocol reported by Hill and Mirkin [30] using the succinimidyl 4-(p-maleimidophenyl) butyrate (SMPB) crosslink reagent (Thermo scientific, Shanghai, China). Ten micrograms of mRNA were reverse-transcribed (cDNA synthesis system, Invitrogen) with the Oligo (dT) magnetic beads to generate single-stranded cDNA using the manufacturer protocol. The product was converted to double-stranded cDNA using random primers and then digested with NlaIII (NEB, Beijing, China). The biotin-labeled linkers (linker-5EA) with phosphorylated 5′ termini and 3′ end overhangs (5′-CATG-3′) contain the EcoP15I recognition site were prepared by annealing commercially synthesized oligonucleotides. The magnetic beads-bound cDNA was washed and bound to linker-5EA by T4 DNA ligase (NEB, Beijing, China). As a result, each cDNA fragment bound to the magnetic beads was flanked by two inverted repeats of EcoP15I recognizing sites. The type III restriction enzyme EcoP15I cleaves the DNA downstream of the recognizing site (25 nt in one strand and 27 nt in the other strand) leaving a 5′ end overhang of two bases [31, 32]. Linker-ligated cDNAs on the magnetic beads were digested with ten units of EcoP15I under conditions described previously [33]. The supernatant containing biotin-labeled fragments were added to streptavidin magnetic beads (Promega, Beijing, China), and the biotin-labeled fragments of the cDNA were captured. Finally, barcoded linkers (linker-3EA) with two random base overhangs at 5′ end and phosphorylated termini were prepared and ligated to the cDNA ends by T4 DNA ligase (NEB, Beijing, China). The resulting products were amplified by polymerase chain reaction (PCR), and the 119 bp product was separated by polyacrylamide gel electrophoresis (PAGE) and recovered from the gel. The barcoded libraries prepared from different samples were combined into a single multiplex sequencing reaction at the end of library construction and submitted for deep sequencing. The sequence information of synthetic oligos, linkers, and primers are available in Supplemental document 4.

**Fig. 8:**
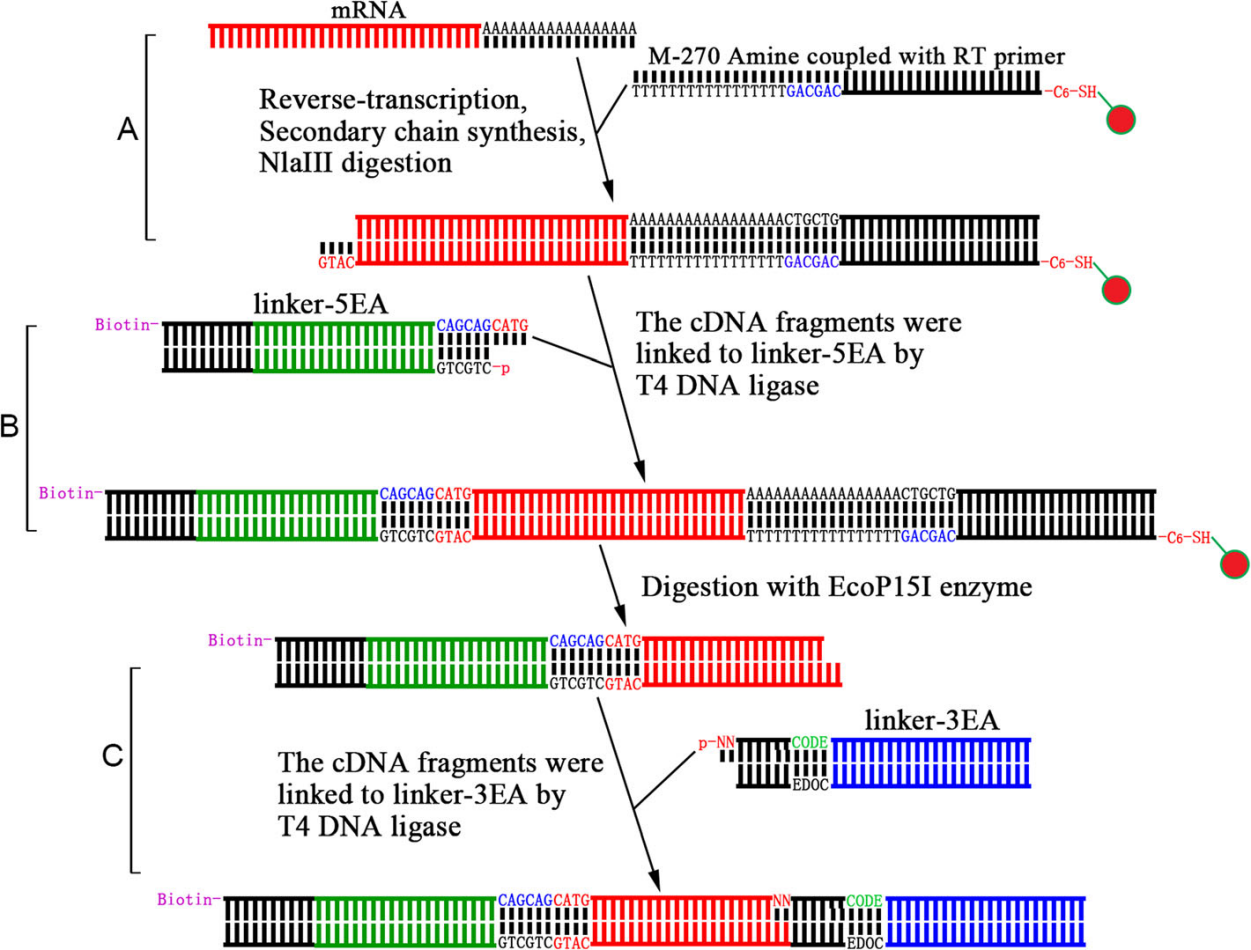
Flowchart of Super deepSAGE library construction. There are three major steps included in the protocol: **a**) reverse transcription with oligo (dT) coupled magnetic beads, synthesis of the secondary chain, and digestion with NlaIII; **b**) add 5′ end linker and digest with EcoP15I, and **c**) add 3′ end linker and PCR amplification. For details see materials and methods section

The serial analysis of gene expression (SAGE) was first developed by Velculescu et al. [34] and improved by Saha et al. [35], Matsumura et al. [33], and Nielsen et al. [36]. The traditional SAGE library construction protocol includes multiple steps, and the separation of the linker-tag fragment is challenging to perform, and the PAGE purification often produces low yield. The library construction protocol in this study was improved by introducing two magnetic beads: 1) Dynabeads® M^− 270^ Amine coupled with –C6-SH labeled Oligo (dT) reverse transcription primer; 2) The streptavidin magnetic beads which can capture biotin-labeled linkers (linker-5EA). The magnetic beads used in this protocol can capture and purify the DNA fragments and is technically less demanding than PAGE separation. This modification increased the yield of linker-tag fragments and resulted in the robustness of the technique. Also, the primers and linkers were designed compatible with multiplexed deep sequencing technology, eliminating additional sequencing costs.

### Animals, samples collection, and deep sequencing

Tissue samples were collected from a private slaughter farm (Jingzhou) located in the Hubei province in China. Following anesthesia by electric shock, specimens were excised, snap-frozen in liquid nitrogen, and kept in a deep freezer (− 80 °C) until RNA extraction. The sample collection was approved by the Animal Care and Use Committee of Hubei Province (China, YZU-2018-0031). RNA isolation and purification from tissues and cells was done using the RNeasy Mini Kit (Qiagen, Shanghai, China) following the manufacturer’s protocols. The BioAnalyzer 2100 (Agilent) was used to assess the integrity of total RNAs, and RIN number of less than 7.0 was eliminated from the study. After the experiment, the animals were slaughtered and sold. A total of 224 tissue samples across 28 different tissues were collected. The samples were collected from 32 animals from a Duroc × Landrace × Yorkshire (DLY) commercial crossbreed pig populations consisting of 16 males and 16 females at weaning dates of 21 days. The endometrium, placenta, and conceptus were collected from Landrace × Yorkshire (LY) sows of 12 days of gestation. Bone-marrow-derived macrophages were obtained by culturing bone marrow cells for 5–7 d in the presence of CSF-1 (0.5 ng/ml), as described previously for mouse macrophages [37]. Monocyte-derived macrophages were prepared according to a method published by Gao Y. et al. [38]. Monocyte-derived macrophages were cultured from CD14^+^ blood monocytes and polarization towards macrophage phenotypes was achieved by treating with M-CSF following a protocol published by Jaguin M. et al. [39]. The detailed sample information is summarized in Table 1 and Supplemental document 5. A total of eight samples (four male and four female) for each tissue were randomly selected form the 16 animals and submitted for deep sequencing. The computational extraction of tags from sequence data by the program (in-house designed) removes the two bases at the 5′ end. This ‘digital removal’ is performed to minimize the less accurate effect of two random bases, at the 5′ end of linker-3EA, and could potentially reduce the length of the tags, and affect the representative ability of the data. However, a direct link with a linker that has two random bases at the 5′ end forming overhangs will 1) enhance the efficiency of the link assay, and 2) no additional blunt ending process was needed to be compared with traditional SAGE method. These two bases were removed by the ‘reads filtering’ procedure, thereby lowering the systematic bias in the data.

Libraries were constructed using the Illumina TruSeq Small RNA Sample Prep Kit and were sequenced on an Illumina HiSeq2000 sequencer (50 bp and single-read) (Illumina Inc., USA) [40]. The sequencing data was filtered by a quality score (poor score < 0.5) for more than 20% of all the bases and then assessed using FastQC [41]. All the data discussed in this study have been deposited to the NCBI GEO database [42] under accession number GSE134461. Tag sequence was extracted, counted, and assigned for each transcript (*Sus scrofa* assembly 11.1, gene 99) using the SAGE software (modified to allow extraction of 19 bp tags), and then normalized for each sample by quantile normalization method [43]. For the tags assigned to multiple transcripts, the average copy numbers of those tags were used. The processed data is available to the reader in Supplemental document 5. The principal component analysis (PCA) was performed using the log_2_ tag counts of transcripts across all samples using statistical analysis with R software version 3.5. The tissue-specific transcripts were identified by comparing samples from each tissue to the overall tag count across all samples, and a threshold was set to fold change > 5.0, *p*-value < 1.0 × 10^− 6^ according to a method implemented in the limma package [44]. The limma mode used was “model.matrix(~ 0+factor(c (target_tissue, other_tissue)))”. Clustering analysis was performed by first using the K-means clustering method to separate transcripts into big groups, and then using Hierarchical clustering to build the internal structure of the transcripts within the groups according to the method reported by Gu et al. [45, 46]. Global-seeding procedures of BF98 [47] have been introduced into the K-means clustering algorithm to improve the consistency and quality of clustering results. The BF98 method employed a bootstrap-type procedure to determine the initial seeds for the centers. Several subsamples (recommended *n* = 10) of the dataset were clustered using K-means. Each clustering operation produced a different candidate set of centroids from which a new data set was constructed. This dataset was clustered using K-means, and the centroids were chosen as the initial seeds. The optimal BF98 clustering result on the Super deepSAGE data was obtained by “visualization” of the result performed by using K = 10 and the number of subsamples S = 1000 after trying K from 5 to 28 and S from 20 to 1000. The “visualization” method is straightforward for determining the best parameter for the K-means clustering procedure, but when the K reached 10, definite, compact and representative gene clustering was formulated, and when the S is higher than 200, consistent clustering results were produced for each duplicated clustering run.

### Luciferase reporter assay

A 1Kb nucleotide promoter segment of TLR-2, LCK, and VAV1 that included RUNX1 target sites was inserted upstream of a firefly luciferase ORF (pGL3, Promega, Beijing, China), and luciferase activity was compared to that of an analogous reporter with point substitutions disrupting the target sites, or analogous reporter with the binding site deleted completely. The logic behind the luciferase reporter assay is that deletion/mutation of a RUNX1 binding site should allow the down-regulation of its target genes, and hence the target gene should be expressed differently between the wild type and mutated constructs. The pGL3-Control activity was used for the normalization of firefly luciferase activity. For the assay, the cells were plated in a 96-well plate at 3000 cells per well. After overnight incubation, the cells were treated with a transfection reagent mixture consisting of 35 μL of serum-free medium, 0.3 μL of TransFast™ Transfection Reagent (Cat. E2431), and 0.02 μg of pGL3 and pGL3-Control vector per well. After a one-hour incubation, 100 μL of the serum-containing medium was added to the wells. 24 to 48 h post-transfection, EnduRen™ Live Cell Substrate (Cat. E6481) was added at a final concentration of 60 μM, and luciferase activity was monitored.

### PBMC isolation and stimulation

Peripheral blood mononuclear cells (PBMCs) were isolated from whole blood collected from five animals aged 21 days using BD Vacutainer^VR^ Cell Preparation Tubes (Becton Dickinson, Shanghai, China). The samples were processed according to the manufacturer’s instructions within two hours of blood collection. PBMCs were harvested from the tube, washed with phosphate-buffered saline (Life Technologies), and centrifuged for 10 min at 300 g before use. To induce gene expression, PBMCs were resuspended in RPMI-1640 medium (Life Technologies) supplemented with 10% fetal bovine serum (Life Technologies) at 1.5 × 10^6^ cells/mL in a 96-well V-bottom polypropylene plate (Corning Incorporated). LPS (Sigma-Aldrich, Shanghai, China) and RUNX1 inhibitor (Ro 5–3335, R&D Systems, Shanghai, China) were added at 5 ng/mL and 10 ng/mL, respectively, according to the manufacturer’s instructions. Untreated PBMCs were used as control samples.

### Surface staining and cytometry acquisition

Phenotypic surface staining was performed in BD Pharmingen™ stain buffer (BSA, BD Biosciences, Shanghai, China) for 30 min at room temperature in the dark, using anti-CD14 PE (BD Biosciences, Shanghai, China). Cells were washed and suspended in BD Pharmingen stain buffer (BSA, BD Biosciences, Shanghai, China), anti-TLR-2 FITC, anti-LCK FITC, anti-VAV1 FITC (BD Biosciences, Shanghai, China), was then added separately, and the mixture was incubated for 20 min at room temperature. Finally, cells were washed and acquired on a BD LSRFortessa™ cell analyzer (BD Biosciences, Shanghai, China). The flow cytometry data was deposited in the Flow Repository database [48] under accession number FR-FCM-Z268.

## Supplementary information

**Additional file 1.** Supplemental document 1 Sequencing matrix, the information of total number of reads, sequencing depth, coverage, and etc.

**Additional file 2.** Supplemental document 2 Clustering information, the detailed clustering information of tissue-differentially expressed genes.

**Additional file 3.** Supplemental document 3 RUNX1 targets, the 33 RUNX1 target genes that have RUNX1 binding site from Class 5.

**Additional file 4.** Supplemental document 4 Sequences and primers, the sequence information of synthetic oligos, linkers, and primers.

**Additional file 5.** Supplemental document 5 Sample information, the detailed sample information used in this study.

**Additional file 6.**

## Data Availability

The datasets generated and analyzed during the current study are available in the NCBI GEO (GSE134461) and Flow Repository database (FR-FCM-Z268). https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE134461 http://flowrepository.org/id/RvFrphtLijqf34kFNTA1gdB6BdXEskSDTdhZ4VwfM1qbgTIPfmqbL8o5eVTIhiUH

## Abbreviations

deepSAGE: Serial analysis of gene expression by deep sequencing
DLY: Duroc × Landrace × Yorkshire
EST: Expressed Sequence Tag
LCK: Lymphocyte-specific protein tyrosine kinase
LY: Landrace × Yorkshire
PAGE: Polyacrylamide gel electrophoresis
PAMPs: Pathogen-associated molecular pattern
PBMCs: Peripheral blood mononuclear cells
PCA: Principal component analysis
PCR: Polymerase chain reaction
RUNX1: Runt-related transcription factor 1
SAGE: Serial analysis of gene expression
SMPB: Succinimidyl 4-(p-maleimidophenyl)butyrate
TLR2: Toll-like receptor 2
VAV1: Vav1 oncogene

## References

[1] Verma N, Rettenmeier AW, Schmitz-Spanke S (2011). Recent advances in the use of Sus scrofa (pig) as a model system for proteomic studies. Proteomics.

[2] Houpt KA, Houpt TR, Pond WG (1979). The pig as a model for the study of obesity and of control of food intake: a review. Yale J Biol Med.

[3] Bailey KL, Carlson MA (2019). Porcine models of pancreatic cancer. Front Oncol.

[4] Schroyen M, Tuggle CK (2015). Current transcriptomics in pig immunity research. Mamm Genome.

[5] Groenen MA, Archibald AL, Uenishi H, Tuggle CK, Takeuchi Y, Rothschild MF, Rogel-Gaillard C, Park C, Milan D, Megens HJ (2012). Analyses of pig genomes provide insight into porcine demography and evolution. Nature.

[6] Beiki H, Liu H, Huang J, Manchanda N, Nonneman D, Smith TPL, Reecy JM, Tuggle CK (2019). Improved annotation of the domestic pig genome through integration of Iso-Seq and RNA-seq data. BMC Genomics.

[7] Dawson HD, Loveland JE, Pascal G, Gilbert JG, Uenishi H, Mann KM, Sang Y, Zhang J, Carvalho-Silva D, Hunt T (2013). Structural and functional annotation of the porcine immunome. BMC Genomics.

[8] Hornshoj H, Conley LN, Hedegaard J, Sorensen P, Panitz F, Bendixen C (2007). Microarray expression profiles of 20.000 genes across 23 healthy porcine tissues. PLoS One.

[9] Haverty PM, Weng Z, Best NL, Auerbach KR, Hsiao LL, Jensen RV, Gullans SR (2002). HugeIndex: a database with visualization tools for high-density oligonucleotide array data from normal human tissues. Nucleic Acids Res.

[10] Shmueli O, Horn-Saban S, Chalifa-Caspi V, Shmoish M, Ophir R, Benjamin-Rodrig H, Safran M, Domany E, Lancet D (2003). GeneNote: whole genome expression profiles in normal human tissues. C R Biol.

[11] Su AI, Cooke MP, Ching KA, Hakak Y, Walker JR, Wiltshire T, Orth AP, Vega RG, Sapinoso LM, Moqrich A (2002). Large-scale analysis of the human and mouse transcriptomes. Proc Natl Acad Sci U S A.

[12] Su AI, Wiltshire T, Batalov S, Lapp H, Ching KA, Block D, Zhang J, Soden R, Hayakawa M, Kreiman G (2004). A gene atlas of the mouse and human protein-encoding transcriptomes. Proc Natl Acad Sci U S A.

[13] Walker JR, Su AI, Self DW, Hogenesch JB, Lapp H, Maier R, Hoyer D, Bilbe G (2004). Applications of a rat multiple tissue gene expression data set. Genome Res.

[14] Freeman TC, Ivens A, Baillie JK, Beraldi D, Barnett MW, Dorward D, Downing A, Fairbairn L, Kapetanovic R, Raza S (2012). A gene expression atlas of the domestic pig. BMC Biol.

[15] Tang Z, Li Y, Wan P, Li X, Zhao S, Liu B, Fan B, Zhu M, Yu M, Li K (2007). LongSAGE analysis of skeletal muscle at three prenatal stages in Tongcheng and landrace pigs. Genome Biol.

[16] Wang B, Regulski M, Tseng E, Olson A, Goodwin S, McCombie WR, Ware D (2018). A comparative transcriptional landscape of maize and sorghum obtained by single-molecule sequencing. Genome Res.

[17] Son CG, Bilke S, Davis S, Greer BT, Wei JS, Whiteford CC, Chen QR, Cenacchi N, Khan J (2005). Database of mRNA gene expression profiles of multiple human organs. Genome Res.

[18] Frith MC, Fu Y, Yu L, Chen JF, Hansen U, Weng Z (2004). Detection of functional DNA motifs via statistical over-representation. Nucleic Acids Res.

[19] Khan A, Fornes O, Stigliani A, Gheorghe M, Castro-Mondragon JA, van der Lee R, Bessy A, Cheneby J, Kulkarni SR, Tan G (2018). JASPAR 2018: update of the open-access database of transcription factor binding profiles and its web framework. Nucleic Acids Res.

[20] Kasprzyk A (2011). BioMart: driving a paradigm change in biological data management. Database (Oxford).

[21] Wong WF, Kurokawa M, Satake M, Kohu K (2011). Down-regulation of Runx1 expression by TCR signal involves an autoregulatory mechanism and contributes to IL-2 production. J Biol Chem.

[22] Uchida H, Zhang J, Nimer SD (1997). AML1A and AML1B can transactivate the human IL-3 promoter. J Immunol.

[23] Zhang DE, Hetherington CJ, Meyers S, Rhoades KL, Larson CJ, Chen HM, Hiebert SW, Tenen DG (1996). CCAAT enhancer-binding protein (C/EBP) and AML1 (CBF alpha2) synergistically activate the macrophage colony-stimulating factor receptor promoter. Mol Cell Biol.

[24] Frank R, Zhang J, Uchida H, Meyers S, Hiebert SW, Nimer SD (1995). The AML1/ETO fusion protein blocks transactivation of the GM-CSF promoter by AML1B. Oncogene.

[25] Taniuchi I, Osato M, Egawa T, Sunshine MJ, Bae SC, Komori T, Ito Y, Littman DR (2002). Differential requirements for Runx proteins in CD4 repression and epigenetic silencing during T lymphocyte development. Cell.

[26] Medzhitov R (2001). Toll-like receptors and innate immunity. Nat Rev Immunol.

[27] Davis SJ, van der Merwe PA (2011). Lck and the nature of the T cell receptor trigger. Trends Immunol.

[28] DeFranco AL (2001). Vav and the B cell signalosome. Nat Immunol.

[29] Helou YA, Petrashen AP, Salomon AR (2015). Vav1 regulates T-cell activation through a feedback mechanism and crosstalk between the T-cell receptor and CD28. J Proteome Res.

[30] Hill HD, Mirkin CA (2006). The bio-barcode assay for the detection of protein and nucleic acid targets using DTT-induced ligand exchange. Nat Protoc.

[31] Moncke-Buchner E, Rothenberg M, Reich S, Wagenfuhr K, Matsumura H, Terauchi R, Kruger DH, Reuter M (2009). Functional characterization and modulation of the DNA cleavage efficiency of type III restriction endonuclease EcoP15I in its interaction with two sites in the DNA target. J Mol Biol.

[32] Meisel A, Bickle TA, Kruger DH, Schroeder C (1992). Type III restriction enzymes need two inversely oriented recognition sites for DNA cleavage. Nature.

[33] Matsumura H, Reich S, Ito A, Saitoh H, Kamoun S, Winter P, Kahl G, Reuter M, Kruger DH, Terauchi R (2003). Gene expression analysis of plant host-pathogen interactions by SuperSAGE. Proc Natl Acad Sci U S A.

[34] Velculescu VE, Zhang L, Vogelstein B, Kinzler KW (1995). Serial analysis of gene expression. Science.

[35] Saha S, Sparks AB, Rago C, Akmaev V, Wang CJ, Vogelstein B, Kinzler KW, Velculescu VE (2002). Using the transcriptome to annotate the genome. Nat Biotechnol.

[36] Nielsen KL, Hogh AL, Emmersen J (2006). DeepSAGE--digital transcriptomics with high sensitivity, simple experimental protocol and multiplexing of samples. Nucleic Acids Res.

[37] Sester DP, Beasley SJ, Sweet MJ, Fowles LF, Cronau SL, Stacey KJ, Hume DA (1999). Bacterial/CpG DNA down-modulates colony stimulating factor-1 receptor surface expression on murine bone marrow-derived macrophages with concomitant growth arrest and factor-independent survival. J Immunol.

[38] Gao Y, Flori L, Lecardonnel J, Esquerre D, Hu ZL, Teillaud A, Lemonnier G, Lefevre F, Oswald IP, Rogel-Gaillard C (2010). Transcriptome analysis of porcine PBMCs after in vitro stimulation by LPS or PMA/ionomycin using an expression array targeting the pig immune response. BMC Genomics.

[39] Jaguin M, Houlbert N, Fardel O, Lecureur V (2013). Polarization profiles of human M-CSF-generated macrophages and comparison of M1-markers in classically activated macrophages from GM-CSF and M-CSF origin. Cell Immunol.

[40] Eminaga S, Christodoulou DC, Vigneault F, Church GM, Seidman JG: Quantification of microRNA expression with next-generation sequencing. Current protocols in molecular biology 2013, Chapter 4:Unit 4 17.10.1002/0471142727.mb0417s103PMC413888123821442

[41] Wingett SW, Andrews S (2018). FastQ Screen: A tool for multi-genome mapping and quality control. F1000Res.

[42] Edgar R, Domrachev M, Lash AE (2002). Gene expression omnibus: NCBI gene expression and hybridization array data repository. Nucleic Acids Res.

[43] Pan M, Zhang J (2018). Quantile normalization for combining gene-expression datasets. Biotechnology & Biotechnological Equipment.

[44] Ritchie ME, Phipson B, Wu D, Hu Y, Law CW, Shi W, Smyth GK (2015). limma powers differential expression analyses for RNA-sequencing and microarray studies. Nucleic Acids Res.

[45] Gu Z, Eils R, Schlesner M (2016). Complex heatmaps reveal patterns and correlations in multidimensional genomic data. Bioinformatics.

[46] Yao M, Wu QH, Li J, Huang TH. K-walks: clustering gene-expression data using a K-means clustering algorithm optimised by random walks. Int J Data Min Bioinform. 2016;16(2):121.

[47] Bradley PS, Fayyad UM (1998). Refining initial points for K-Means clustering. Proc 15th International Conf on Machine Learning.

[48] Spidlen J, Breuer K, Rosenberg C, Kotecha N, Brinkman RR (2012). FlowRepository: a resource of annotated flow cytometry datasets associated with peer-reviewed publications. Cytometry A.

# Supplementary material for: A transcriptional landscape of 28 porcine tissues obtained by super deepSAGE sequencing
**Source:** BMC Genomics. 2020 Mar 14;21:229. doi: 10.1186/s12864-020-6628-7
**Supplement:** Supplementary file 4 — Additional file 4. Supplemental document 4 Sequences and primers, the sequence information of synthetic oligos, linkers, and primers.

| Name | Sequence (5’ to 3’) |
| --- | --- |
| RT-Primer | MB-SH-C6-5’-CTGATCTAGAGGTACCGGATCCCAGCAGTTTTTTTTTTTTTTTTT-3’ |
| Product-NlaIII | MB-SH-C6-5’-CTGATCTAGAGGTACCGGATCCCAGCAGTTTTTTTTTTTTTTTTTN_x_CATG-3’  \|\|\|\|\|\|\|\|\|\|\|\|\|\|\|\|\|\|\|\|\|\|\|\|\|\|\|\|\|\|\|\|\|\|\|\|\|\|\|\|\|\|\|\|\|\|  3’-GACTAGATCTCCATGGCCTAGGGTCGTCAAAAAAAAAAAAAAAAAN_x_-5’ |
| Linker-5EA | Biotin-5’-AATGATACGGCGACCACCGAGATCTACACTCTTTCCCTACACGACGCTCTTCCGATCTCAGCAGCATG-3’  p-5’-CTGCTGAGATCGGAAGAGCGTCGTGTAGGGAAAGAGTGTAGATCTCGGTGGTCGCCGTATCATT-3’ |
| Product-EcoP15I | FITC-5’-PL-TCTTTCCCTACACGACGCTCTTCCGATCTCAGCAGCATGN_21_-3’  \|\|\|\|\|\|\|\|\|\|\|\|\|\|\|\|\|\|\|\|\|\|\|\|\|\|\|\|\|\|\|\|\|\|\|\|\|\|\|\|  NH_2_ -3’-LP-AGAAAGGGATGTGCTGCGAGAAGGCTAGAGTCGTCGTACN_21_NN-5’ |
| Linker-3EA | p-5’-NNCGTGATCODEATCTCGTATGCCGTCTTCTGCTTG -3’  \|\|\|\|\|\|\|\|\|\|\|\|\|\|\|\|\|\|\|\|\|\|\|\|\|\|\|\|\|\|\|\|\|\|  3’-GCACTAEDOCTAGAGCATACGGCAGAAGACGAAC -5’ |
| Primer-L | 5’-AATGATACGGCGACCACCGAGA-3’ |
| Primer-R | 5’-CAAGCAGAAGACGGCATACGAG-3’ |

How the deposited data were processed for this re-analysis (not part of the article)

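Super deepSAGE tag values from 224 samples were analysed, 8 from each of 28 pig tissues or cell types. Samples were grouped by the tissue code of their labels, and sex was taken from Supplemental document 5 where given. Placenta, endometrium and the 3 conceptus stages came from pregnant sows, for which the paper's methods give gestation day 12 and the labels of the deposited samples day 65. The other tissues came from pigs of 21 days. Which samples of different tissues came from the same animal is not given.

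According to the paper and the labels, reads of 50 bp were filtered on base quality, and tags of 19 bp were extracted, counted and assigned to RefSeq transcripts of the Sus scrofa assembly 11.1. A tag shared by several transcripts was given as an average copy number, and values were processed in R 3.4.2. The deposited table has 76807 transcripts. The methods state a quantile normalization for each sample, but the sums of the deposited values differ between samples. How its whole numbers were scaled is not stated beyond that, and their unit was inferred from the values. In 46 samples they equalled the 1999 transcripts shown in Supplemental document 5 times 1 factor per sample (0.255 to 3.61, mean scatter 0.303% of that of independent counting), and at low values their variance was 0.295 to 0.495 of that of Poisson counts. The values were therefore treated as a score, namely tag numbers that the authors had multiplied by a factor per sample and rounded before they were deposited, and not as counts, and no count model, subsampling or detection limit was applied. Sums per sample (median 1112050) are not sequencing depth. Precision is given as the SD over the 8 samples of a tissue.

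Values were transformed to log2(value + 1) and quantile-normalized over all 76807 transcripts in R 4.3.3 with limma 3.58.1, data.table 1.17.8, jsonlite 2.0.0 and cluster 2.1.8.1. Gene symbols and positions were taken from the reference annotation by RefSeq identifier (76736 matched, 71 not). Transcripts with a value of at least 10 in at least 8 samples were tested (12018 transcripts, 11639 symbols, 97.5% of all signal). Linear models with a trend in the prior variance had 1 mean per tissue. Groups of tissues were compared as the mean of their tissues against the mean of the other tissues, each tissue with equal weight, and called at a fold change above 5 with an unadjusted p under 1e-06, the study's threshold. The same threshold was used for each tissue against all other samples. For groups, standard errors and p-values rest on the spread between samples within tissues. They do not measure the spread between the tissues of a group. Pairs of tissues were called at a Benjamini-Hochberg adjusted p under 0.05 and a fold change above 2. Members of gene lists, differences over all tissues (moderated F test) and differences between samples listed as female and male (tissue in the model) were called at an adjusted p under 0.05, for lists also adjusted over the list alone. List calls have no limit on the fold, and for groups of tissues most transcripts pass so (9537 of 12018 for conceptus).

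Nearest neighbours, principal components and hierarchical clustering (1 minus Pearson's r of tissue means, average linkage) used all transcripts. Tissue labels were permuted 10000 times for the nearest neighbours. K-means clustering with 10 centres and 50 random starts used the transcripts past the threshold in at least 1 tissue, median-centred and scaled to unit SD. Breadth of expression was the number of transcripts above 25 ppm of a sample's sum and the share of the 50 highest transcripts. Samples apart from their group were found by Dixon's ratio (critical value 0.526 for 8 samples).

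Genes were named by a rule set before the data were examined. It named the 10 transcripts with the largest fold change in each direction per comparison that passed the threshold and whose samples all lay above, or all below, the median of the other samples, the 3 highest per single tissue, every gene the study names, the members of the gene lists, and the 10 highest transcripts of each of the 7 tissues the study compared with arrays. The transcript with the highest mean stood for a symbol. The first lines of Supplemental documents 2 and 5 had been seen before the rule was written. Genes named outside the rule were chosen after their values were seen.

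The fits were tested on simulated data with 50 changed transcripts. For immune tissues 100% of changes of 3 on the log2 scale were recovered and 0% of changes of 2, with 0 false calls among 10374 transcripts. For filamentous against spherical conceptus 46% of changes of 1 and 98% of changes of 2 were recovered, with 1 false call. For a single tissue against the rest 98% of changes of 3 were recovered, with 0 false calls in limma. There the simulated levels were equal in all the other tissues, so this share does not cover genes that vary among them. For the F test 64% of changes of 1 in a single tissue were recovered, with 47 false calls. For female against male 60% of changes of 0.25 and 100% of changes of 0.5 were recovered, with 4 false calls.

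The alternatives tried were no filter, a value of at least 50 in 8 samples, the replicate number as a block, no variance trend, a pseudocount of 0.5, samples of small totals left out (29), a single fit for all tissues, other transcripts of the named genes, Spearman's correlation, scaled transcripts, the 2000 most variable transcripts, complete linkage, 8 and 12 k-means centres and, added after the values were seen, values scaled to a common sum, 7 samples far from their tissue left out, and the structure over tested transcripts alone. For samples listed as female and male, leaving out the endocrine tissues (adrenal and adenohypophysis) was a further alternative, set before the data were examined. The samples were also regrouped at random, 100 splits per comparison, and for the 5 groups of several tissues 100 groups of as many whole tissues were drawn. The array data, the motif search and the reporter experiments were not analysed here.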

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

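The measure of transcripts above 25 ppm and the tests on Y-linked transcripts were chosen after the values were seen; the distance of a sample from its own tissue was measured as set before the data were examined.

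In 9 groups a sample lay apart from the other 7 samples of their tissue in breadth of expression or in mean correlation with their own tissue, and in 1 group in the level of LCK, 10 of 84 groups tested. Chance sets apart a sample in about 1 in 20 groups. In breadth, CC_3 of cerebral cortex had 5856 transcripts above 25 ppm (the others 5995 to 6083) and CPT.SPH_1 of spherical conceptus had 5432 (5614 to 5743). Mean correlation with the own tissue was 0.927 in CPT.FIL_5 of filamentous conceptus (the others 0.941 to 0.950), 0.919 in MLN_3 of mesenteric lymph node (0.934 to 0.946), 0.869 in MP.ALV_1 of alveolar macrophages (0.913 to 0.937), 0.888 in MS.BF_2 of biceps femoris (0.917 to 0.938), 0.909 in PBMC_2 (0.928 to 0.942), 0.911 in PLACT_3 of placenta (0.937 to 0.944) and 0.927 in STOM_2 of stomach (0.941 to 0.950). LCK was 1.96 in MP.MD_6 of monocyte-derived macrophages (3.10 to 3.55). What set these samples apart was not tested; the next part gives the results without the 7 of low correlation.

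The paper does not report on the expression of genes of the Y chromosome, and these genes did not follow the sex listed for the samples in Supplemental document 5. EIF1AY (XM_013991067, on chromosome Y of Sscrofa11.1 from 9687350 to 9704489) reached a value of 10 in 115 of 224 samples. It did so in 48 samples listed as female and stayed under 10 in 43 listed as male, so that 109 of 200 samples with a listed sex (54.5%) matched. Heart, kidney and biceps femoris had it in none of their 8 samples and spleen in all 8, although each is listed with 4 of either sex. Placenta, listed as female, had it in 2 of 8. It came from pregnant sows, and whether the listed sex is that of the sow or of the fetus is not given. So its samples, which are among the 200, do not test the listed sexes. Within tissues 4 other Y-linked transcripts followed EIF1AY with a correlation above 0.7 (LOC100624149 0.949, LOC110257905 0.920, LOC110255320 0.788 and LOC110257883 0.775), and 15 samples had EIF1AY between 5 and 20, near the limit of 10.

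The values argue against 3 technical explanations. Tags shared with a copy outside the Y chromosome would appear in endometrium, a tissue of females, where 0 of 8 samples reached 10. Samples listed in another order within each tissue would leave 4 of 8 with EIF1AY in each, and 2 of the 23 tissues listed with 4 of either sex had exactly 4. Tissues in which Y-linked genes are silent would not touch the 19 tissues (152 samples) in which some samples carried EIF1AY, where 52.0% matched the listed sex. Sexes that belong to other samples than those they are listed with stay open and were not tested, no biological explanation was tested, and the comparison of samples listed as female and male rests on the listed sexes, so that its result (0 of 12018 transcripts in limma, 565 at an unadjusted p under 0.05) is no measure of how the sexes differ.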

How the results depend on the processing

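Values scaled to a common sum, the samples set apart from their tissue left out, the structure of the samples over the 12018 transcripts above background alone, and the groups of whole tissues drawn at random were chosen after the values were seen; the other alternatives and the regroupings of samples were set before the data were examined.

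The numbers of transcripts past the threshold stayed within 1.5 times the reported number under 8 alternatives each (no filter on low values, a value of 50 in 8 samples, the replicate number as a block, limma without trend, log2(value + 0.5), samples of small totals or of endocrine tissues left out or a single fit for all tissues, whichever applied, and the 2 added ones). The ranges were 866 to 1015 transcripts for conceptus, 351 to 404 for conceptus with macrophages, PBMCs and blood, 373 to 414 for immune tissues, 291 to 312 for heart and muscle, 723 to 900 for cerebral cortex, 510 to 580 for liver and 246 to 281 for adrenal with cerebral cortex and adenohypophysis. For pairs of tissues they were 2183 to 2846 for the macrophages, 1391 to 1648 for heart against skeletal muscle, 127 to 161 for the adrenal, 628 to 838 for the conceptus stages, 1195 to 1446 for distal lung against trachea and 149 to 191 for the fats. In at least 1 tissue 3418 to 4046 transcripts passed. Of 12018 transcripts tested 12018 differed between tissues, and over 7 alternatives 9185 to 12947 did, the limits being those of the stricter filter, with fewer transcripts tested, and of no filter, with more; with the 7 samples set apart left out 12008 of 12009 did. Between samples listed as female and male 0 passed in limma in each of the 8 (565 at an unadjusted p under 0.05 in the reported setting). Counting each result that answers a comparison under each alternative, 785 values kept their direction and side of the threshold or size, 22 moved, 5 no longer passed and 2 reversed, as given below. For single genes named by the largest differences 1995 kept theirs and 1 more, CXCL2 between the fats, no longer passed without the filter.

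Some counts of list members moved. Without the filter on low values, which changes the number of transcripts tested, immediate early genes lower in conceptus, macrophages, PBMCs and blood numbered 1 (2 as reported), catecholamine genes lower in adrenal, cerebral cortex and adenohypophysis 1 (2), neuron genes lower there 0 (1), proliferation genes higher in alveolar than monocyte-derived macrophages 1 (3), and skeletal muscle genes higher in heart than in skeletal muscle 0 (1), all in limma at an adjusted p. With a value of 50 in 8 samples, under which fewer genes are tested, adipocyte genes higher in conceptus, macrophages, PBMCs and blood numbered 2 (4), B cell genes higher in immune tissues 4 (7), catecholamine genes lower 1, neuron genes lower 0, and trophoblast genes lower in filamentous than spherical conceptus 2 (4). With the 29 samples of small totals left out, immediate early genes lower numbered 1. Scaled to a common sum, proliferation genes lower in conceptus numbered 1 (0 as reported), catecholamine genes lower 1, neuron genes lower 0 and proliferation genes higher in alveolar macrophages 5; the cause was not tested. With the 7 samples set apart left out, immediate early genes lower numbered 1, macrophage genes higher in alveolar macrophages 8 (5), proliferation genes lower there 2 (0) and proliferation genes higher in filamentous conceptus 1 (0); the cause was not tested. The common sum also moved the share of the macrophage calls that were higher in alveolar cells from 45.8% to 54.4% (1534 higher and 1285 lower), which turns the order of the 2 cell types.

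Other transcripts of the named genes stayed at the background. In immune tissues against the others, those of TLR2 changed by 0.0025 (XM_005653576), 0.015 (XM_005653577), -0.066 (XM_005653578) and 0.072 (XM_005653579) on the log2 scale, those of LCK by 0.060 (NM_001143713) and 0.038 (XM_021093252), and that of VAV1 by -0.031 (NM_001267833), none of them past the threshold. The cause was not tested.

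The number of samples whose nearest neighbour is of the same tissue was 189 as reported, 29 with Spearman's correlation over all transcripts, 217 with the 2000 most variable transcripts, 153 with a common sum and 219 with the transcripts above background. With scaled transcripts 4 of the first 8 components in place of 8 had over 90% of their spread between tissues. With a common sum 20 of the 64 samples of conceptus, macrophages, PBMCs and blood in place of 64 lay beyond the others on the first component. The cause was not tested for these. The size of the largest k-means set stayed within 1.5 times of 516 with 8 and with 12 centres. The number of 14 groups of tissues that formed a branch was 11 with average and with complete linkage and 14 with the 2000 most variable transcripts.

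The same samples were regrouped at random, 100 splits each with the real one included. In each comparison of tissues 1 of 100, the real one, gave as many transcripts. That is the smallest share that 100 splits can give, so a rarer chance result is not excluded. These splits break up the tissues, and for groups of several tissues they do not test whether the tissues of a group belong together. The real number and the highest of the other splits were 892 and 0 for conceptus, 351 and 0 with macrophages, PBMCs and blood added, 381 and 0 for immune tissues, 292 and 0 for heart and muscle, 255 and 0 for adrenal with cerebral cortex and adenohypophysis, 846 and 27 for cerebral cortex, 546 and 22 for liver, 3870 and 46 for any tissue, and 12018 and 416 for differences over all tissues. For pairs they were 2572 and 1548 for the macrophages, 1547 and 261 for heart against muscle (the 3 muscles as 1 group), 156 and 96 for the adrenal, 729 and 533 for the conceptus stages, 1366 and 1052 for the lung and 177 and 37 for the fats. Groups of as many whole tissues were also drawn at random, 100 each with the real one included, and 1 of 100, the real one, gave as many transcripts for each of the 5 groups. Because the groups were taken from the paper's clusters of these same samples, this restates how they were chosen and is no evidence that their tissues belong together. The highest other groups gave 435 for conceptus (892), 54 for conceptus, macrophages, PBMCs and blood (351), 79 for immune tissues (381), 211 for heart and muscle (292) and 231 for adrenal, cerebral cortex and adenohypophysis (255). For samples listed as female and male the real number was 0 in limma (565 at an unadjusted p under 0.05; highest other 2), so that 100 of 100 splits gave at least as many by construction and the splits say nothing about that comparison.

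Fits for tag counts, subsampling of tags and minimum counts of 2 and 5 were planned but not run, because the deposited values are not counts. Filters at the 25th percentile and at the median of all values kept all 76807 transcripts, and no transcripts shared identical values in all samples, so these alternatives gave nothing to compare. What sequencing depth limits cannot be read from scaled values.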

Differences from the paper's values

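The division by the reads listed as not aligned and the share of the paper's covered transcripts were tried after the values were seen. The comparisons with the paper's text were made on the deposited table and its Supplemental document 1.

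The paper's results give 32213 transcripts (the paper's number) as covered, while the deposited table lists 76807, of which 12018 reached a value of 10 in at least 8 samples. The total of unique transcripts in the paper's abstract is close to that of the deposited table. The coverage percentages in the paper's Supplemental document 1 imply 32212 covered transcripts. None of the alternatives set before the data were examined applies to this number.

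The paper gives a mean depth of 71 (the paper's number), and the reads listed in Supplemental document 1 as aligned divided by the transcripts identified gave 322. The reads listed there as not aligned gave 71.2. None of the alternatives set before the data were examined applies to this number either.

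At the paper's own threshold, 3870 transcripts passed in at least 1 tissue, against 4165 in the paper, and each of the alternatives set beforehand was within 1.5 times of the paper's number. The paper puts the share of transcripts that differ between tissues above 40% without naming a threshold. Of the transcripts above background 100% differed at an adjusted p under 0.05, while without the filter on low values 12947 did, which is 16.9% of the 76807 deposited transcripts. The paper's share may rest on its 32213 covered transcripts (the paper's number), of which 12947 would be 40.2% and the 12018 above background 37.3%, so that no difference from the paper can be read from the 16.9%.

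In the paper the largest cluster is one of macrophages, PBMCs, blood and conceptus. Here the largest k-means set was that of conceptus alone, with 516 transcripts, and no set was highest in all 4 of the paper's kinds of sample. The nearest, with 303 transcripts, was led by macrophages (6.81 to 6.89), with PBMCs at 5.50, and blood (5.05) lay below spleen (5.39) and kidney (5.30).

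The paper calls variability high for highly expressed genes, beside its comparison with the array and without naming a measure. The measure here was the SD of log2 values between replicates, which may not be the paper's. Here the median SD was 0.440 in the highest decile of transcripts and 0.446 in the lowest, with 0.487 at the peak between them, so that the highest decile was not the most variable. With values scaled to a common sum, chosen after the values were seen, it was 0.447 in the highest decile, 0.425 in the lowest and 0.479 at the peak in decile 8, so that the highest decile was above the lowest, in the paper's direction, but again under the peak.

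On components 5 and 6 the paper sets 5 tissues apart. Liver, adrenal cortex and medulla on component 5, and liver, spleen and mesenteric lymph nodes on component 6, lay beyond the others here as well, whereas 0 of 8 PBMC samples did on either (a count of samples without a test).

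The paper has its Class 1 lower than its Class 5 in immune cells. Of the 2 leukocyte sets here, the order the paper gives held in blood (5.05 and 6.75) and in PBMCs (5.50 and 6.73) but was the opposite in monocyte-derived (6.86 and 5.61), alveolar (6.81 and 5.56) and bone-marrow-derived macrophages (6.89 and 5.52), and which of the paper's clusters these sets stand for could not be matched.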

Other observations

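The tests on the adrenal gland and on the deposited sums were chosen after the values were seen; the gene lists were set before the data were examined.

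Cortical genes were as high in the samples of adrenal medulla as in those of adrenal cortex. Of 226 transcripts past the study's threshold in adrenal cortex against the tissues other than medulla, 94.2% (213) lay within 2-fold in medulla, with a median difference of -0.12 on the log2 scale (quartiles -0.32 to 0.09), or 91.0% of the cortical level. Compression of differences by the authors' scaling would leave no large differences between close tissues, yet 108 transcripts were more than 5-fold apart between filamentous and spherical conceptus. Cortex tissue in the medulla samples and medulla tissue in the cortex samples may both have contributed, since the catecholamine list had a median of 6.18 in cortex, 3.12 above the median over the 26 other tissues (3.06, highest 4.08), and 8.23 in medulla. A state shared by both parts of the gland in pigs of 21 days was not tested and stays open.

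The deposited sums did not follow the numbers of reads. Sequencing depth as their cause was argued against by a correlation of -0.0086 with the reads listed as aligned and of -0.0164 with those listed as not aligned, so that it does not matter if these 2 columns are exchanged, as the paper's mean depth would need. A factor per sample applied by the authors is a candidate explanation, since the values of the 46 samples shown in Supplemental document 5 were those of that document times 1 factor, with a scatter of at most 1.52% of that of independent counting. What set the factors stays open, and no biological explanation was tested.

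Alveolar macrophages held the epithelial gene EPCAM at 8.04 and GJA1 at 6.32, with SFTPC at 5.42. Tubular and spherical conceptuses held steroid enzymes at levels near those of the adrenal gland, with CYP17A1 at 10.18 in the tubular and 9.97 in the spherical stage against 10.27 in adrenal cortex, and STAR at 9.26 in the tubular stage. In filamentous conceptuses CYP17A1 was lower, from 5.11 to 8.51. The steroidogenesis list had a median of 9.26 in tubular, 7.84 in spherical and 6.04 in filamentous conceptus. Abdominal fat had ALB at 5.50 ± 2.81 (SD, n = 8). AMELX was 7.88 in monocyte-derived macrophages, SERPINB2 was 8.83 in heart and FOS was 9.41 in PBMCs. HBB was 2.57 in bone-marrow-derived macrophages. Interferon response genes were higher in heart than in skeletal muscle in 9 of 13, and immediate early and heat shock genes were higher in conceptus, macrophages, PBMCs and blood in 6 of 12 and lower in 2 (6 and 1 over the list alone). These genes were picked out after their values were seen where no list or rule named them.

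The endometrium list had its highest median in endometrium (5.27, 11 genes tested), where ACP5 reached 11.18. Of these genes MSX1 was also high in adenohypophysis (7.30 against 7.16 in endometrium), and SPP1 was highest in bone-marrow-derived macrophages (11.51). The 7 sex chromosome genes tested gave 2 higher and 2 lower in conceptus, while no transcript stood under the symbols XIST, DDX3Y, KDM5D and UTY. Other symbols not found include CYP11B1, HBA, MB, MYH6, NR4A1 and SNAI2, 36 in all. The search was by symbol alone, and these genes may stand in the table under other names, as several Y-linked transcripts do.

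The factors whose motifs the study found enriched were chosen on these samples, and their expression is no independent evidence. Of 29 tested, 8 were higher in conceptus and 15 lower, and 13 were higher in immune tissues and 11 lower (14 and 11 over the list alone). These calls have no limit on the fold, and without one 9537 of all 12018 transcripts passed for conceptus and 9536 for immune tissues, so the numbers are near the rate over all transcripts. TFAP2A reached 9.08 and TFAP2C 6.49 in filamentous conceptus. ZEB1 was lowest in tubular conceptus (0.74). NR4A2 was highest in PBMCs (6.93), MYOD1 in biceps femoris (3.70) and ASCL2 in spherical conceptus (6.84), each among 28 tissues.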
